# Regulation of *Trypanosoma brucei* Total and Polysomal mRNA during Development within Its Mammalian Host

**DOI:** 10.1371/journal.pone.0067069

**Published:** 2013-06-26

**Authors:** Paul Capewell, Stephanie Monk, Alasdair Ivens, Paula MacGregor, Katelyn Fenn, Pegine Walrad, Frederic Bringaud, Terry K. Smith, Keith R. Matthews

## Abstract

The gene expression of *Trypanosoma brucei* has been examined extensively in the blood of mammalian hosts and in forms found in the midgut of its arthropod vector, the tsetse fly. However, trypanosomes also undergo development within the mammalian bloodstream as they progress from morphologically ‘slender forms’ to transmissible ‘stumpy forms’ through morphological intermediates. This transition is temporally progressive within the first wave of parasitaemia such that gene expression can be monitored in relatively pure slender and stumpy populations as well as during the progression between these extremes. The development also represents the progression of cells from translationally active forms adapted for proliferation in the host to translationally quiescent forms, adapted for transmission. We have used metabolic labelling to quantitate translational activity in slender forms, stumpy forms and in forms undergoing early differentiation to procyclic forms *in vitro*. Thereafter we have examined the cohort of total mRNAs that are enriched throughout development in the mammalian bloodstream (slender, intermediate and stumpy forms), irrespective of strain, revealing those that exhibit consistent developmental regulation rather than sample specific changes. Transcripts that cosediment with polysomes in stumpy forms and slender forms have also been enriched to identify transcripts that escape translational repression prior to transmission. Combined, the expression and polysomal association of transcripts as trypanosomes undergo development in the mammalian bloodstream have been defined, providing a resource for trypanosome researchers. This facilitates the identification of those that undergo developmental regulation in the bloodstream and therefore those likely to have a role in the survival and capacity for transmission of stumpy forms.

## Introduction

Like many protozoan pathogens, African trypanosomes undergo a complex life cycle requiring passage between mammalian hosts by an arthropod vector [1], [2]. Specifically, the parasite is transmitted by tsetse flies, blood-feeding dipterans that ingest circulating trypanosome parasites in the bloodstream of an infected mammalian host. For successful colonisation of the tsetse midgut specialised ‘stumpy’ form transmission stages must be ingested by the tsetse fly [3], [4], [5]. Stumpy forms are characterised by their division arrest and increased resistance to stresses associated with transmission, such as changes in temperature, pH and proteolytic environment [6]. Stumpy forms are also adapted for transmission in their ability to detect the differentiation signals citrate and cis-aconitate [7], [8], [9] due to their expression of members of the PAD family, an array of carboxylate transporter proteins specifically expressed on stumpy and tsetse midgut procyclic forms [10].

The development of stumpy forms in the mammalian bloodstream appears to be regulated by a density sensing mechanism [11], [12], [13]. As parasite numbers accumulate in the bloodstream of a mammalian host through the division of proliferative slender forms, a putative signal that acts as a stumpy induction factor (SIF) is proposed to accumulate [11]. This factor (or factors) is detected by the parasites in the circulation and once sufficient signal accumulates, cell cycle arrest is stimulated, leading to the development of stumpy forms. Although the molecular details of stumpy formation are not precisely characterised, differentiation follows a temporally predictable procession of events, involving down regulation of the expression of the parasite haptoglobin-heamoglobin receptor [14], cell cycle arrest [15], activation of the expression of ESAG9 proteins [16], [17] and the expression of PAD mRNAs [10], [18], [19]. These events are followed by the morphological transformation of parasites to stumpy forms from intermediate forms. Such changes involve the elaboration of the parasite mitochondrion (in preparation for the switch to a mitochondrial based respiration in the tsetse mid-gut [20]), expansion of the parasite’s lysosome and flagellar pocket [14] and migration of the nucleus toward the posterior end of the cell. Nuclear migration can be such that the terminal kinetoplast can be displaced leading to a postero-nuclear phenotype [5].

Although the signals underlying the stimulation of stumpy formation are unknown, quantitative analysis of the production and maintenance of stumpy forms in a chronic bloodstream form infection has allowed modelling of several key parameters [19]. For example, the bloodstream trypanosome population is predicted to be composed of uncommitted slender cells (i.e. those that will continue to replicate indefinitely), committed slender cells (those that have detected the SIF signal and are undergoing limited further divisions before cell cycle arrest), intermediate forms (that are irreversibly division arrested but have not yet undergone morphological transformation to stumpy forms) and stumpy forms themselves. From analyses of the development of the first wave of parasitaemia, and further analysis of the proportion of stumpy cells in long term established infections, only slender cells (whether committed or uncommitted) were predicted to produce SIF. Cells that become committed were predicted to undergo around three cell divisions prior to irreversible arrest as intermediate forms, which then differentiate over 48 h to produce morphologically stumpy forms with a lifespan of a further 48–72 h. The consequence of this temporal programme is that intermediate and stumpy forms comprise the majority of a chronic bloodstream infection and trypanosome infections are therefore optimised for transmission [5]. This is an important consideration as most molecular analyses of trypanosomes focus on the proliferative slender forms but in the context of chronic infection, intermediate and stumpy forms may represent the dominant cell types.

In the experiments described here we have analysed gene expression in the different developmental forms that characterise natural trypanosome infections in the mammalian bloodstream. In kinetoplastid parasites, the organisation of the genome into polycistronic arrays necessitates that regulated gene expression is overwhelmingly governed by post-transcriptional mechanisms, particularly mRNA abundance [21]. However, the importance of translational control is also increasingly recognised as a key regulatory step, such that mRNA abundance and the expression of gene protein products do not always correlate in eukaryotes [22], [23], [24]. This is particularly evident in the generation of stumpy forms, where the global translation of trypanosome genes has been observed to be considerably reduced with respect to both bloodstream slender and procyclic forms [25]. In order to examine such regulatory events we have carried out analyses of two processes associated with trypanosome infection. Firstly, we have examined the progressive changes in gene expression that accompany the transition from slender forms, through intermediate forms, to stumpy forms in two distinct trypanosome strains. This identified mRNAs that show regulatory trends through development, aiding the ability to separate developmental changes in RNA from sample specific or procedural specific changes, such as changes associated with cell isolation procedures. Secondly, we have analysed those mRNAs that co-sediment with polysomal material in either slender or stumpy forms. These polysomally-enriched transcripts are more likely to be actively translated, or poised ready for translation, and will reveal transcripts in stumpy forms that actively escape global translational repression. These are likely to be important in transmission processes, such as during establishment in the tsetse fly. Combined, these data sets provide a resource for understanding how trypanosomes develop in the mammalian bloodstream in order to ensure their successful passage to their tsetse vector.

## Results

### Analysis of Translation During Trypanosoma Brucei Development

The relative translation of slender and stumpy forms has been previously studied by analysis of their polysome profiles, indicating that stumpy forms exhibit reduced protein synthesis [25]. In order to confirm this and to determine when translational repression becomes relieved during the differentiation to procyclic forms, the rate of radiolabelled methionine incorporation into *de novo* protein synthesis was determined in slender and stumpy forms as well as during the *in vitro* differentiation between stumpy and procyclic forms. Figure 1A shows that the ^35^S methionine incorporation in slender and stumpy forms was 125% and 33%, relative to cultured procyclic forms (normalised to 100%), respectively. During *in vitro* differentiation of stumpy to procyclic forms, the rate of ^35^S methionine incorporation remained low for the first four hours of differentiation (33–49% of procyclic form levels) then rapidly increased to 88% of procyclic levels between 4 and 8 hours. Although there was a strong increase in label incorporation into protein, analysis by SDS PAGE did not resolve major discrete bands showing an ‘immediate early’ synthesis; between 0 and 8 hours the resolved profile was not detectably different (the profile of labelled proteins at 0h and 8h is shown in Figure 1B). These kinetics of protein synthesis coincide with the reported increase in cellular RNA associated with differentiation to procyclic forms [26].

**Figure 1:**
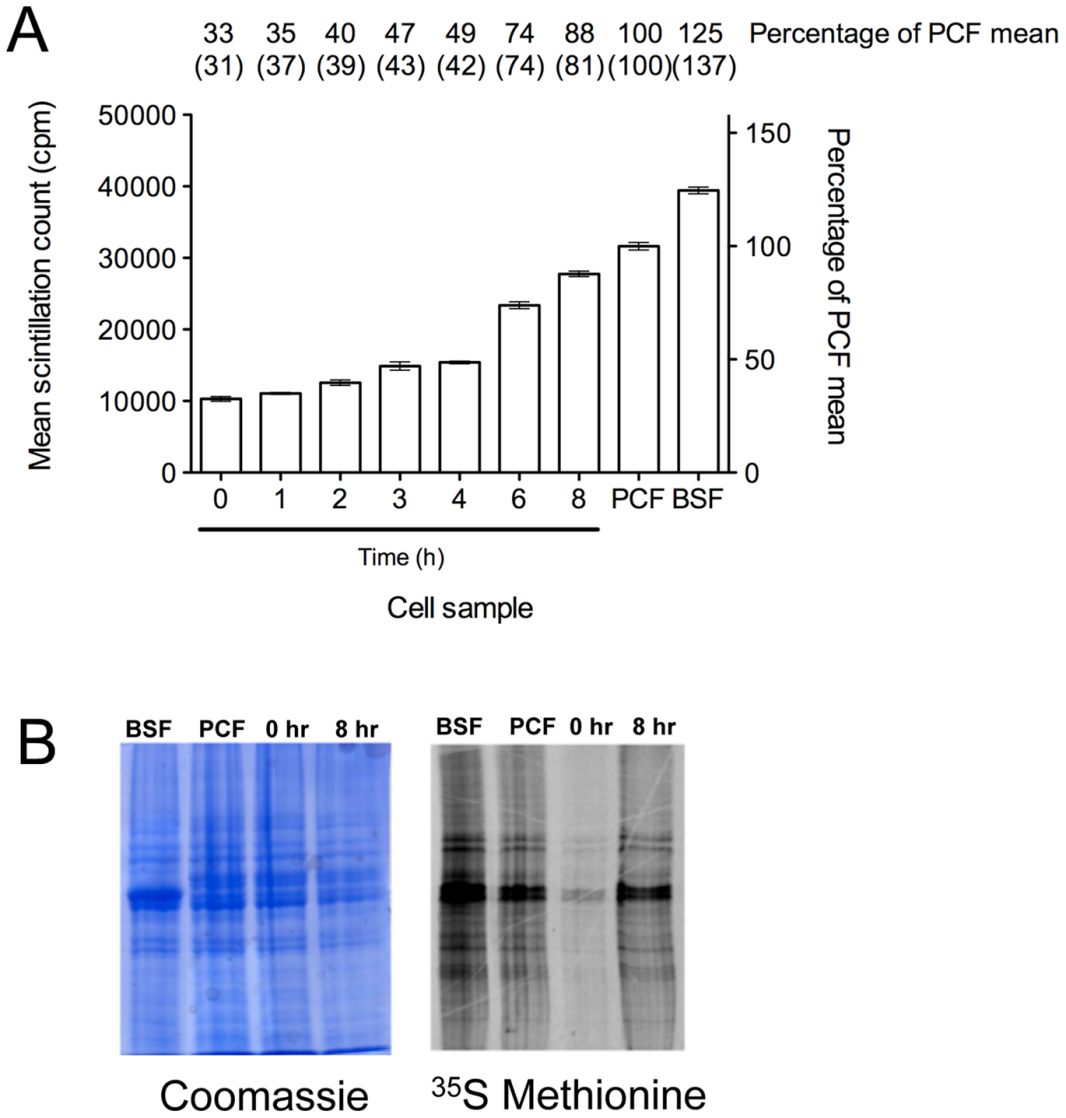
Escape from translational repression during differentiation from bloodstream to procyclic forms. A. Mean scintillation counts ± standard error of [^35^S]-methionine incorporation during 1 hour windows throughout the differentiation from stumpy forms to procyclic forms (n = 3). Samples were taken at various time-points, shown in hours (h), post-addition of *cis*-aconitate (6mM); 0 h represents stumpy form cells. Established procyclic form cells (427 449 strain; PCF) and slender bloodstream monomorphic cells (single marker strain; BSF) were also analysed for comparison. Shown on the right *y*-axis is the mean count as a percentage of the mean count for established procyclic form cells (100%), these values also being shown above each data point. The experiment was performed twice and the numbers in parentheses are those obtained from the second experiment. B. Visualization of protein synthesis throughout differentiation by [^35^S]-methionine labelling. 6mM *cis*-aconitate was added to stumpy form *T. b. brucei* AnTat1.1 cells; samples were then labelled with [^35^S]-methionine for one hour at the time indicated post-addition of cis-aconitate (hr). The 0 hr time-point represents stumpy form cells. Monomorphic slender bloodstream form (BSF) and established procyclic form (PCF) cultures were also analysed. Protein samples were separated by SDS-PAGE (10%) and stained with Coomassie (left hand panel) to show loading or assayed by fluorography (right hand panel) to detect [^35^S]-labelled proteins. The major labelled bands are tubulin and VSG (for Slender forms), which closely migrate. Stumpy forms show less obvious VSG since MSP-B and GPI-PLC activity during parasite isolation and pre-incubation before labelling resulted in a significant loss of cell-associated VSG.

### mRNA Profile of Cells Undergoing Development in the Mammalian Blood

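The abundance of mRNAs was measured by Digital SAGE, a method in which polyadenylated RNA is cut with NlaIII and a short tag from each transcript is sequenced and counted. RNA came from slender, intermediate and stumpy forms, which are the proliferative, transitional and transmissible forms of the parasite in the mammalian bloodstream, and from 2 pleomorphic strains, AnTat1.1 and EATRO 2340. Each of the 3 stages therefore had 1 library per strain. Table S1 of the paper gives 6205609 aligned tags for slender, 7289670 for intermediate and 4994423 for stumpy forms of AnTat1.1. For EATRO 2340 it gives 1721784, 2028054 and 1490630 aligned tags for the same stages, so that EATRO 2340 was sequenced less deeply at every stage. The authors counted aligned tags per gene, divided the counts of each library by a DESeq size factor and averaged both strains, and these averages for 9825 genes are called mean normalized counts here. The slender and intermediate values used here are only these averages, with no value per strain. A spread between replicates, a standard error or a p-value can therefore not be computed for a difference between stages, and folds between stages are ratios of the authors' averages. A gene was compared between 2 stages where its value was above 0 in slender forms and in both stages compared and where the average of both stages was at least 1. For ratios, a value of 0 was not taken as a measurement, because 929 genes are listed at 0 in slender forms, all of them are also listed at 0 in intermediate forms, and 143 of them are above 0 in stumpy forms. No ratio was calculated for such genes. In correlations, a value of 0 in a gene that was included entered as 0.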

In order to determine the changes in mRNA expression profile between slender, intermediate and stumpy forms, RNAs were prepared from each life cycle stage harvested 3 days (slender), 4–5 days (intermediate) or 6–7 (stumpy) days after the initiation of infections with *T. brucei* strains AnTat.1.1 or EATRO 2340. These two independent strains follow similar developmental kinetics and biological characteristics during the slender to stumpy transition and were used to aid the identification of mRNAs whose abundance changed consistently upon development from slender to stumpy forms irrespective of parasite strain. This was an important consideration given the variation in transcript levels observed in different studies of developmental gene expression in trypanosomes [17], [27], [28]. Moreover, intermediate forms were analysed for the first time to assist the identification of transcripts that showed progressive increase or decrease in abundance between slender and stumpy forms, or transient increase at the intermediate stage. These profiles were expected to highlight programmed developmental changes.

Total RNA from each life cycle stage of these two strains was polyA-enriched, converted to cDNA, and sequenced using Digital SAGE transcriptome techniques. Although this approach has been largely superseded by RNAseq methods since the experiments were carried out, Digital SAGE provides information of similar sensitivity with respect to relative mRNA abundance and at lower cost, enabling more biological samples to be analysed. RNA samples were prepared as previously described [29], fragmented using *Nla*III and Solexa sequenced at MWG Eurofins Operon and ‘The Genepool’, University of Edinburgh (library coverage data for each sample is provided in Table S1). Adapter sequences and short or poor quality reads were trimmed from the data using Trimmomatic and aligned using SMALT v0.6.4 with a maximum of 2 mismatches per read and multiple mappings given a score of 0. The alignment index for SMALT was created with a word length of 11 from the most recent GeneDB trypanosome contigs (version: 13/03/2012) (http://www.genedb.org/Homepage/Tbruceibrucei927) with ORFs extended using the predicted UTR data from the Cross Laboratory [30]. Including the predicted UTRs increased the ability to map alignment reads to whole transcripts through its inclusion of more possible *Nla*III fragments [31]. Pairwise comparisons of the relative expression of transcripts between life cycle stages were performed using the DESeq 1.11.2 package within R 2.15.1 using a binomial model and a blind variance stabilising transformation, this normalising for variation in raw read counts from individual samples. A generous p-value cut-off of 0.1 was used to support the differential expression of transcripts. It should be noted that the number of replicates used did not allow a robust analysis of false discovery rate so experimental sampling was also used to support the expression profile of transcripts likely to show developmental regulation.

### Developmental Regulation of mRNA Families: Pathway Analysis

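For stumpy forms the AnTat1.1 library is also given alone, so that its part of each average could be subtracted and the remainder taken as EATRO 2340. Across the 8802 genes above 0 in either part, the squared Pearson correlation of log10(normalized count + 1) between AnTat1.1 and this remainder was 0.486, with a 95% bootstrap interval over genes of 0.469 to 0.503, from a correlation coefficient r of 0.697. The coefficient is across genes, which are not independent replicates. Among other scales, coefficients and minimum values, keeping only genes with at least 10 normalized counts in each part moved it most, to 0.224. Among the 6349 genes with a mean of at least 20 normalized counts, AnTat1.1 made up a median of 55.9% of the stumpy mean, with quartiles of 32.3% and 75.7%. The slender and intermediate averages could not be divided in this way, and the strains were not compared at those stages.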

Comparison between the two strains of *T. brucei* either as slender, intermediate or stumpy forms revealed similar expression profiles, with correlation coefficient R^2^ values of 0.81, 0.78 and 0.83 respectively (Figure 2). Pair-wise comparisons between the life cycle stages identified several transcripts that differ between life cycle stages (*Data File S1*; for completeness all transcripts are included regardless of the inter-strain variance). 

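The genes fall into 2 sets by the number of digits with which their averages are written, 5100 genes with at most 10 digits, called the first set here, and 4725 others, called the second set. The scaling of the AnTat1.1 reads in the stumpy average also differed slightly between the sets, 1 read adding 0.229 normalized counts in the first and 0.226 in the second. This division was noticed only in the values. In the first set, the squared correlation between the AnTat1.1 part and the remainder of the stumpy mean was 0.776 (95% bootstrap interval 0.765 to 0.788, 5087 genes), farther from the value over all genes than under any other setting tried. In the second set it was 0.262 (0.241 to 0.283, 3715 genes). Of the 4949 genes of the first set with both parts above 0, 2956 differed by less than 2 fold between the parts, and the median difference was 1.76 fold. In the second set 0 of 2985 such genes differed by less than 2 fold, the smallest difference was 2.56 fold and the median was 6.71 fold.

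**Figure D1:**
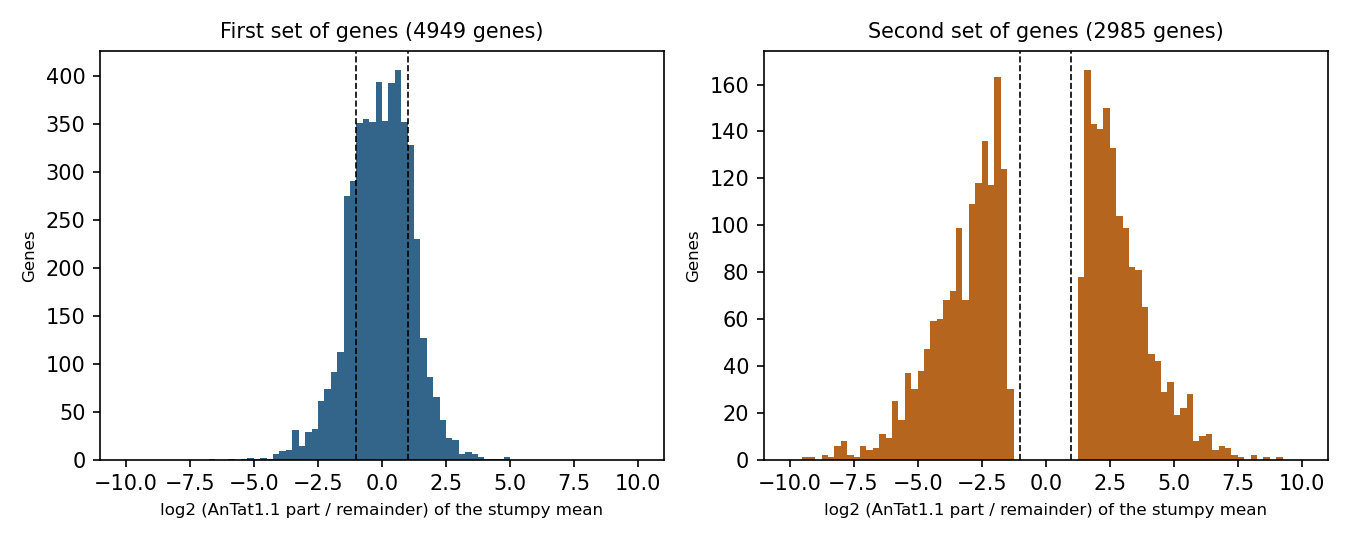
Histograms of the log2 ratio of the AnTat1.1 part to the remainder of the stumpy mean (x axis) against the number of genes (y axis), for the 4949 genes of the first set and the 2985 genes of the second set with both parts above 0; dashed lines mark a 2-fold difference in either direction. In the first set 2956 genes lie between the dashed lines and in the second set 0 genes do.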

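Over the 8895 genes with a slender value above 0, the squared Pearson correlation of log10(mean normalized count + 1) between intermediate and stumpy forms was 0.950 (95% bootstrap interval over genes 0.948 to 0.952). It was 0.949 in the first set of genes and 0.950 in the second. On the linear scale, the setting that moved it most, it was 0.903. Of the 8366 genes compared between these stages, 570 were at least 2 fold and 203 at least 3 fold more abundant in stumpy forms, whereas 467 were at least 2 fold and 110 at least 3 fold less abundant. With the stages scaled to equal totals, which shifted the median log2 ratio of all genes by 0.17, 794 were at least 2 fold more abundant and 303 at least 2 fold less abundant in stumpy forms.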

The mRNA profiles of intermediate and stumpy forms were almost identical with a correlation coefficient R^2^ of 0.97, highlighting the fact that cells have committed to transmission and quiescence long before morphological changes are apparent. Both intermediate and stumpy form transcript profiles correlate somewhat with slender forms, but to a lesser degree (R^2^ of 0.76 for stumpy cells, R^2^ of 0.82 for intermediates). This analysis identified 61 transcripts whose abundance was ≥2 fold in stumpy forms compared to slender forms and 43 were ≥3 fold more abundant (*Data File* S2). Of those transcripts showing an abundance of ≥2 fold, 29 (48%) were already elevated in intermediate forms with respect to slender forms, again confirming that many changes in transcript abundance occur early in the development to stumpy forms. Those elevated in intermediate forms (with respect to fold change in comparison to slender forms) (*Data File S*3) included PSSA-2 (*Tb*927.10.11220) and MAPK2 (*Tb*927.10.16030), the latter being involved in the proliferation of procyclic form parasites upon differentiation in the tsetse mid-gut [32]. 

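By the same calculation, the squared correlation was 0.901 between intermediate and slender forms (0.898 to 0.905) and 0.889 between stumpy and slender forms (0.884 to 0.893), both below the value between intermediate and stumpy forms. The linear scale again gave the lowest values, 0.718 and 0.634, in the same order. Of 8430 genes, 1033 were at least 2 fold more abundant and 1120 at least 2 fold less abundant in intermediate than in slender forms. Of 8447 genes, 1068 were at least 2 fold more abundant and 1144 at least 2 fold less abundant in stumpy than in slender forms, and 426 and 513 differed at least 3 fold in those directions. These counts carry no test, since each stage is a single average. Limiting them to the first set of genes lowered the 2-fold counts between stumpy and slender forms most, to 576 and 616. With equal totals, which shifted the median log2 ratio by 0.13, these counts were 1334 more and 945 less abundant, so that which direction held more genes depended on the scaling.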

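Data File S2 lists 192 genes, and all of them belong to the first set of genes. By the authors' means, 60 of the listed genes were at least 2 fold and 42 at least 3 fold more abundant in stumpy than in slender forms, and 117 were at least 2 fold less abundant. Another listed gene, Tb09.160.1900, has a slender mean listed at 0, so that no ratio was calculated, although Data File S2 counts it among the raised genes. The p-value printed in Data File S2 is above 0.1 for 4 of the listed genes, 3 of them raised. Among the raised genes, the AnTat1.1 share of the stumpy mean ranged from 5.30% to 100%, with a median of 73.2%. AnTat1.1 alone made up over 75% of the stumpy mean in 28 raised genes, and the remainder did so in 2.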

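Of the 61 raised genes of Data File S2, 60 had a higher mean in intermediate than in slender forms. The intermediate mean was at least 2 fold above the slender mean in 46 of them (75.4%), 27 are also listed as raised in Data File S3, and in 16 the intermediate mean was above the stumpy mean. Over all 1068 genes at least 2 fold more abundant in stumpy forms, 636 (59.6%) were also at least 2 fold more abundant in intermediate forms, against 12.3% of all genes compared. Both ratios use the same slender values, so that some overlap arises with no change at all. In 200 simulations of unchanged genes of the first set with the spread between the parts of the stumpy mean, 34.6% of the genes past 2 fold in stumpy forms were also past it in intermediate forms, and at most 40.3%. With the genes of both sets, each at the spread of its own set, the share was 44.6% and at most 48.2%. These simulations take the difference between the strains as independent at each stage. With 50% of its variance lasting through all stages, a value that was assumed and not measured, the shares were 24.1% for the first set and 40.8% for both sets. The simulations of both sets and of a lasting difference were chosen after seeing the data. Over the genes that were simulated, the observed share was 62.7% of 568 genes in the first set and 60.3% of 995 genes in both sets, above the highest simulated value in each case. For the 61 largest ratios, the simulated share was 54.1% on average and at most 68.9% in the first set, to which all genes of Data File S2 belong. With both sets it was 75.5% and at most 86.9%. With 50% of the variance lasting, it was 33.3% and at most 54.1% in the first set. With both sets it was then 71.0% and at most 86.9%. The raised genes of Data File S2 were, however, chosen with the authors' p-value and not as the largest ratios. From the transcripts already raised in intermediate forms, the paper concludes that many changes in transcript abundance take place early in the development to stumpy forms.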

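PSSA-2 (Tb927.10.11220) had mean normalized counts of 46.7 in slender, 301 in intermediate and 269.8 in stumpy forms, so that it was 6.45 fold more abundant in intermediate and 5.78 fold more abundant in stumpy forms. In stumpy forms AnTat1.1 gave only 12.2% of this mean, 65.8 normalized counts against 474 in the remainder. MAPK2 (Tb927.10.16030), which the file describes as mitogen activated protein kinase 4, rose from 21.7 in slender to 71.6 in intermediate and 172 in stumpy forms. These means are 3.30 fold and 7.94 fold above slender forms, and AnTat1.1 gave 64.6% of the stumpy mean. The p-values that Data File S2 prints for stumpy against slender forms are 0.0939 for PSSA-2 and 0.00241 for MAPK2.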

Several nucleolar proteins were also elevated including NOPP44 (*Tb*927.8.760), Fibrillarin (*Tb*927.10.14750), Gu (*Tb*927.5.4420), cyclophilin NCP1(*Tb*927.8.2000) and Puf7 (*Tb*11.01.6600), the latter two of which have been shown to interact with each other [33]. 

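All 5 of these transcripts were more abundant in intermediate than in stumpy forms. NOPP44 rose from 965 mean normalized counts in slender to 3221 in intermediate forms (3.34 fold) and was at 2619 in stumpy forms (2.71 fold). Fibrillarin rose 4.05 fold to 409 in intermediate forms and Gu 2.61 fold to 703. NCP1 rose 4.60 fold to 497 and PUF7 4.47 fold to 1329.9 (PUF7 is described as a pumilio/PUF RNA binding protein). In stumpy forms the ratios to slender forms were 2.29 for Fibrillarin, 2.02 for Gu, 2.01 for NCP1 and 1.96 for PUF7. The AnTat1.1 share of the stumpy mean was 33.5% for NOPP44, 61.9% for Fibrillarin, 28.6% for Gu, 61.7% for NCP1 and 31.0% for PUF7.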

Among the stumpy-enriched transcripts were several that affect transmission to the tsetse stage of the infection. These include MSP-B (*Tb*927.8.1640), required for VSG release upon differentiation, PSSA-2 (*Tb*927.10.11220) and *Tb*PIP39 (*Tb*09.160.4460), required for recognition of the CCA differentiation signal [34]. 

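MSP-B rose from 325 mean normalized counts in slender to 819.6 in intermediate and 884 in stumpy forms, a ratio of 2.72 between stumpy and slender forms. Nearly all of the stumpy mean came from the remainder, with 1675 normalized counts against 93.7 in AnTat1.1, a share of 5.30% for AnTat1.1. PIP39, which the file describes as a TFIIF-stimulated CTD phosphatase, rose from 502 in slender to 2156 in intermediate forms and was at 1202 in stumpy forms, 2.39 fold above slender forms. Here AnTat1.1 gave 85.9% of the stumpy mean. Data File S2 prints p-values of 0.501 for MSP-B and 0.240 for PIP39.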

In common with intermediate cells, there are nucleolar-associated transcripts that are enriched that may be involved in quiescence (NOG1 *Tb*11.02.0620). 

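NOG1 had 103 mean normalized counts in slender, 335 in intermediate and 239.8 in stumpy forms, and was 3.26 fold more abundant in intermediate and 2.33 fold more abundant in stumpy than in slender forms. Of the stumpy mean, 96.6% came from AnTat1.1, with 463 normalized counts against 16.4 in the remainder. The p-value printed in Data File S2 is 0.189.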

Reassuringly, several transcripts previously identified as being elevated in stumpy forms are present in our dataset. These include the purine nucleoside transporter NT10 (*Tb*09.160.5480) [35] and the previously mentioned *Tb*PIP39, as well as most of the cohort of stumpy enriched mRNAs detected by Nimblegen analysis [17]. 

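NT10 had 1102 mean normalized counts in slender, 2854 in intermediate and 2787 in stumpy forms. The ratio to slender forms was 2.59 in intermediate and 2.53 in stumpy forms, with a p-value of 0.0335 printed in Data File S2 and an AnTat1.1 share of 36.1% of the stumpy mean.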

PAD genes [10] were not strongly represented because the similarity between family members prevented the unique assignment of reads to specific members, although PAD2 could be identified as enriched based on its discriminatory long 3′UTR. 

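PAD2 (Tb927.7.5940) had 582 mean normalized counts in slender, 1429 in intermediate and 989 in stumpy forms, so that it was 2.46 fold more abundant in intermediate and 1.70 fold more abundant in stumpy forms, with 52.6% of the stumpy mean from AnTat1.1. PAD3 (Tb927.7.5950) rose from 269 to 954 and 607, or 2.25 fold in stumpy forms. PAD1 (Tb927.7.5930) went the other way, with 2103 in slender, 1490 in intermediate and 1796 in stumpy forms, a stumpy to slender ratio of 0.854. PAD1 belongs to the second set of genes, and AnTat1.1 gave 14.2% of its stumpy mean. Tags that fit more than a single gene were given a mapping score of 0 by the authors. The paper states that the likeness of PAD genes kept reads from being assigned uniquely, but that PAD2 could be told apart by its long untranslated region. Shared tags were not measured here, so how far they affect the values of these family members is not known.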

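By their product descriptions, 41 of the 61 raised genes of Data File S2 (67.2%) are hypothetical proteins. The same description applies to 56.8% of all 9825 genes listed.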

Of the most enriched 61 stumpy transcripts, 39 were annotated as being hypothetical proteins of unknown function (although closer inspection suggests that many have a mitochondrial location prediction). Although formal studies elucidating the function of these genes will be required, targeted RNAi of 9 of these transcripts by a genome-wide approach generated defects in differentiation, with a further 3 severely limiting viability of procyclic forms [36].

**Figure 2:**
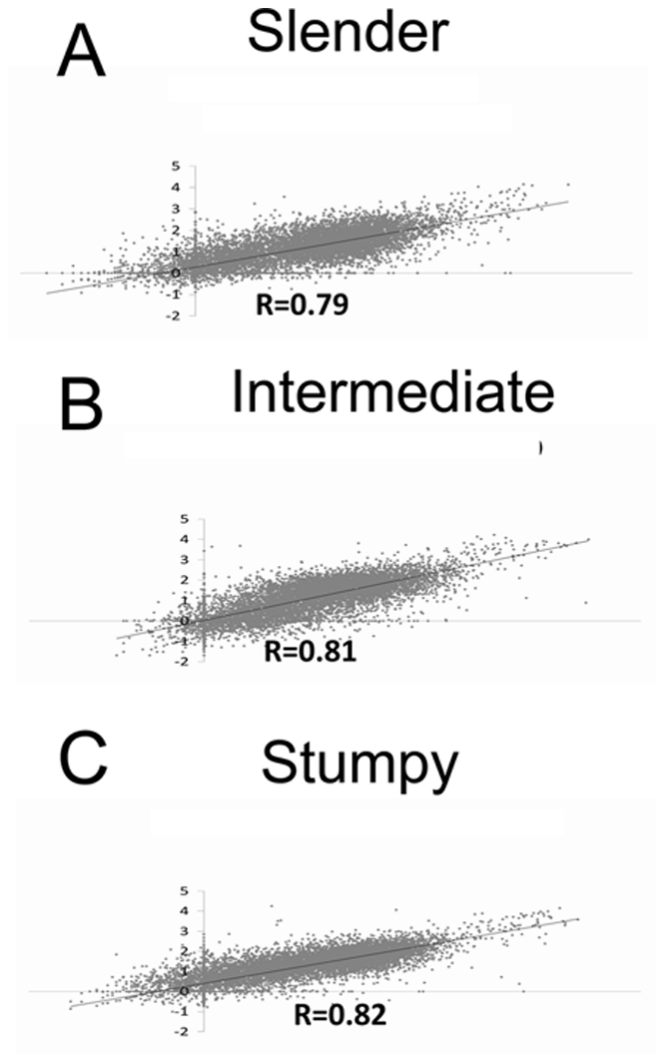
Comparison of the relative expression of genes in different strains of T. brucei at different life cycle stages. Scatter plots of mRNA abundance are shown of Slender (Panel A), Intermediate (Panel B) and Stumpy forms (panel C) using material derived from *T. brucei* AnTat1.1 (x axis) and *T. brucei* EATRO (y axis) parasites.

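Among hypothetical proteins raised in stumpy forms, Tb927.6.4570 had 152 mean normalized counts in slender and 804 in stumpy forms, a ratio of 5.29. The stumpy to slender ratio was 2.77 for Tb927.2.2540, 3.54 for Tb11.01.3790, 3.30 for Tb927.8.6380, 2.64 for Tb927.8.6990 and 2.65 for Tb927.7.3150. Tb927.8.6380 was the least abundant of these transcripts, with 15.3 in slender and 50.5 in stumpy forms. In intermediate forms the ratio to slender forms lay between 2.17 for Tb927.8.6990 and 5.24 for Tb927.6.4570. The AnTat1.1 share of the stumpy mean ranged from 31.6% for Tb927.7.3150 to 81.1% for Tb11.01.3790.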

As false discovery rate (FDR) could not be robustly estimated for the dataset, five genes predicted to be enriched in stumpy cells were selected for verification by qRT PCR (*Tb*927.6.4570; *Tb*927.2.2540; *Tb*11.01.3790; *Tb*927.8.6380; *Tb*927.8.6990; *Tb*927.7.3150) (Figure 3, Figure 4B). All of these transcripts showed significantly increased abundance in stumpy form RNA relative to slender form RNA (*Tb*927.6.4570, p = 0.036; *Tb*927.2.2540, p = 0.035; *Tb*11.01.3790, p = 0.036; *Tb*927.8.6380, p = 0.019; *Tb*927.7.3150, p<0.001), except *Tb*927.8.6990 (p = 0.284). *Tb*927.7.3150, encoding a protein with a predicted CRAL-TRIO domain (see later) was also analysed by Northern blotting (Figure 4A) and this again showed the expected progressive increase in expression from slender to intermediate and stumpy forms. 

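The transcript of Tb09.211.3970, an ankyrin repeat protein, had 235 mean normalized counts in slender, 345 in intermediate and 251 in stumpy forms. Its ratio to slender forms was 1.07 in stumpy and 1.47 in intermediate forms. Of the stumpy mean, 98.6% came from AnTat1.1, with 495 normalized counts against 7.11 in the remainder.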

A control transcript predicted not to be significantly regulated did not show this pattern (*Tb*09.211.3970) (Figure 4A).

**Figure 3:**
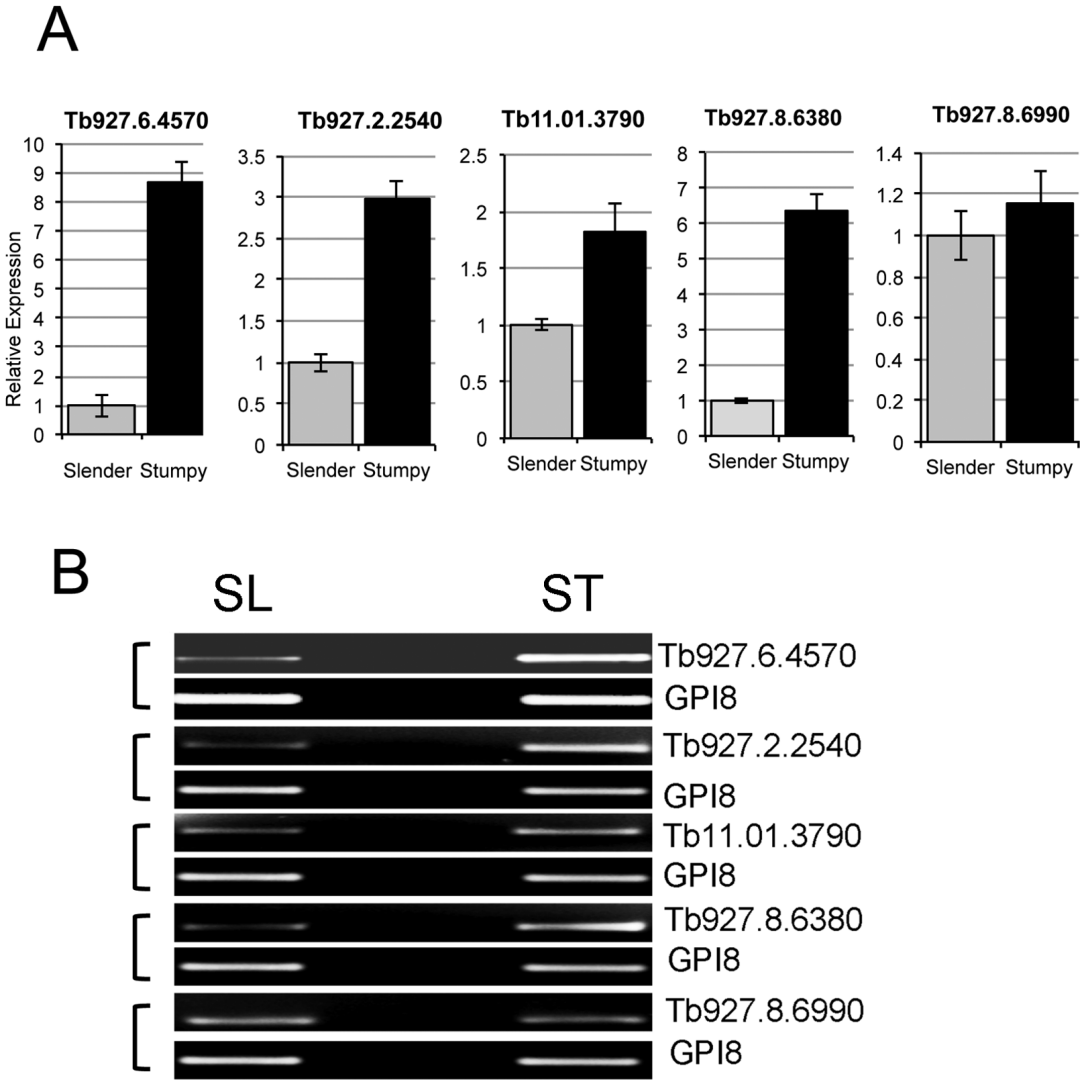
Validation of expression profiles detected by the transcriptome study. A. Realtime qRT PCR data for the relative expression of five transcripts predicted to be enriched in stumpy forms. mRNAs from slender and stumpy forms were subject to real time qRT-PCR using a constitutive transcript, GPI8, as a normalisation control. Although the scale of relative expression in each case differed from the global transcriptome study the direction of change, and the enrichment of each transcript in stumpy forms, was consistent, with the exception of Tb927.8.6990. B. qRT PCR products of the test transcripts in panel A, validating differential expression. In each case GPI8, which does not show statistically significant variation between life cycle stages, provided the normalisation control [58].

**Figure 4:**
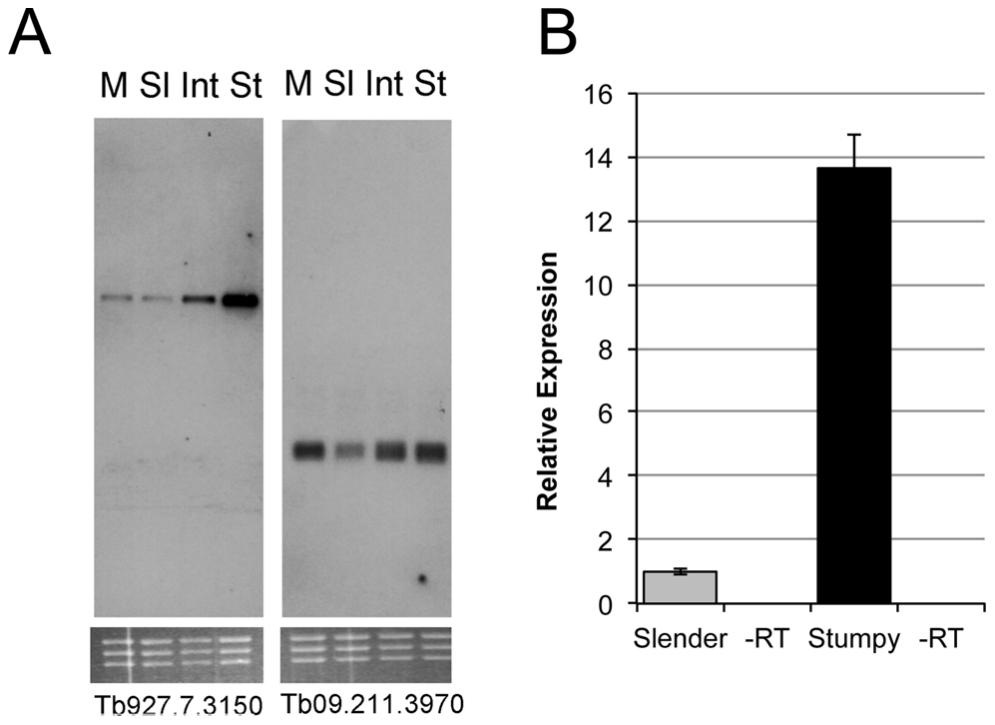
Expression profile of Tb927.7.3150. A. Northern blot validation of the developmental expression of transcript *Tb*927.7.3150. RNA from monomorphic slender (M) and pleomorphic slender (Sl), intermediate (Int) and stumpy (St) forms of *T. brucei* AnTat 1.1 was hybridized with riboprobes specific for either *Tb*927.7.3150 (left hand panel) or a control transcript *Tb*09.211.3970. The expression of *Tb*927.7.3150 progressively increases from slender to intermediate, being highest in stumpy forms. B. Realtime qRTPCR of the relative expression of *Tb*927.7.3150 in slender and stumpy forms of *T. brucei* AnTat 1.1. Transcript *Tb*927.10.13860 (GPI8) provided the normalisation control.

These analyses identified expression changes likely to reflect the adaptation of the parasites for differentiation to procyclic forms upon transmission to tsetse flies. To analyse the extent of adaptation in more detail two further analyses were carried out: (1) analyses of transcripts associated with metabolic pathways and (2) analysis of the differential expression of the predicted surface phylome.

### Developmental Regulation of mRNA Families: Metabolic Pathway Analysis

Pathway analysis was carried out using an iterative group analysis, a method that identifies changes in components of pathways, rather than averaging the changes across an entire pathway [37]. Pathways that were significantly (P<0.01) up-regulated or down-regulated in stumpy forms with respect to slender forms are shown in Table 1, with the number of changed components of the pathway being indicated (full expression profile analyses for different metabolic pathways is provided in *Data File S*4). This confirmed the expected elevation of the glycolytic pathway in slender forms with respect to stumpy forms, whereas gene expression for components of the TCA cycle (10/16 genes changed) and respiratory chain (71/80 members) was elevated in stumpy forms, consistent with their preadaptation for differentiation to tsetse mid-gut forms. 

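Each pathway was read from the headings of Data File S4, with every gene that could be compared between stumpy and slender forms. Because a single average per stage allows no test, the median log2 ratio of a pathway was set beside the medians of 10000 random lists of as many genes matched on mean expression. The mitochondrial carriers had a median log2 ratio of 0.76 (95% bootstrap interval 0.17 to 0.97) over 26 genes, of which 21 were higher and 5 lower in stumpy forms, and their median lay at percentile 100 of the random lists. The 13 carrier genes of the first set alone had a median of 0.17. In fatty acid biosynthesis 9 of 14 genes were lower in stumpy forms, with a median of -0.47 (-0.90 to 0.21) at percentile 7.17. In sphingolipid biosynthesis 6 of 11 genes were higher and 5 lower, and the median was 0.14 (-0.43 to 0.24) at percentile 71.7, but -0.07 over the 7 genes of the first set. None of the 11 differed by 2 fold, the ratios running from -0.81 to 0.37. In proline and glutamine metabolism 5 of 8 genes were higher and 3 lower, with a median of 0.25 (-1.07 to 1.28) at percentile 85.8.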

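In glycolysis, 23 of 46 genes were higher and 23 lower in stumpy than in slender forms, with a median log2 ratio of -0.05 (95% bootstrap interval -0.61 to 0.21) at percentile 28.2 of the random lists. With the stages scaled to equal totals, which moved all genes alike, the median was 0.08. At least 2 fold, 11 glycolytic genes were lower and 6 higher, and the ratios ran from -4.35 to 3.18. The 28 glycolytic genes of the first set had a median of -0.48. In the respiratory chain, 57 of 79 genes were higher and 22 lower in stumpy forms, with a median of 0.42 (0.18 to 0.70) at percentile 100, and 17 were at least 2 fold higher against 2 at least 2 fold lower. Over its 41 genes of the first set the median was 0.27. In the TCA cycle, 11 of 17 genes were higher and 6 lower, with a median of 0.15 (-0.34 to 1.12) at percentile 75.02, which became 0.79 over the 12 genes of the first set. In intermediate forms the medians against slender forms were 0.77 for the respiratory chain and 0.68 for the TCA cycle, at percentiles 100 and 99.7. The paper relates the raised TCA cycle and respiratory chain to a preadaptation of stumpy forms for differentiation to tsetse mid-gut forms.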

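Many genes of these pathways belong to the second set, in which the AnTat1.1 part and the remainder of the stumpy mean differed by at least 2.56 fold in every gene with both parts above 0. This set held 38 of the 79 respiratory chain genes, 13 of the 26 mitochondrial carriers, 18 of the 46 glycolytic genes and 5 of the 17 TCA cycle genes. It held 4 genes of sphingolipid biosynthesis, 2 of fatty acid biosynthesis and 1 of proline and glutamine metabolism.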

Other changes in the transcriptome generally matched the expected trend, although there was considerable variation between samples for many enzymes reducing confidence in their expression profile. This might reflect differences in the history of the stumpy form populations (i.e. time since stumpy formation) such that the elevation of a transcript in preparation for transmission might be counteracted by its decay as the stumpy cells age.

**Table 1:** Pathways whose components exhibit elevated, or decreased, expression in stumpy forms.

Change	Process	Members	Number changed	% Changed
**Up in Stumpy**	Respiratory chain	80	71	89
**Up in Stumpy**	Mitochondrial carrier	25	12	48
**Up in Stumpy**	TCA cycle	16	10	62
**Down in Stumpy**	Sphingolipid Biosynthesis	11	11	100
**Down in Stumpy**	Fatty Acid Biosynthesis	13	8	62
**Down in Stumpy**	Glycolysis	43	19	44
**Down in Stumpy**	Proline and Glutamine Metabolism	8	3	38

### Developmental Regulation of mRNA Families: Surface Phylome Analysis

In addition to this pathway analysis, mRNAs enriched in stumpy forms were compared against the recently published surface phylome of trypanosomatid species [38], in order to identify any transmission-stage enriched genes that may encode proteins expressed at the parasite surface. Hence genes at least two fold enriched in stumpy forms were analysed with respect to their surface phylome category (*Data File S*5). 

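Data File S5 lists 20 genes with a surface phylome category. By the authors' means, 13 of the 20 were at least 2 fold more abundant in stumpy than in slender forms, and the ratios ran from 1.27 to 3.88. The highest was that of GPEET2 (Tb927.6.510), a procyclin, which rose from 162 mean normalized counts in slender to 368 in intermediate and 628 in stumpy forms.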

As described above, the gp63 family MSP-B (Phylome family 46), purine nucleoside transporters (Family 61; including NT10 [35] and NT8.1), and PAD2 and PAD3 (family 58) [10] were each up-regulated in stumpy forms as were a number of amino acid transporters (family 54), trans-sialidases (family 47) and a magnesium transporter protein (family 55). 

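In family 61, the ratio of 1.97 for NT8.1 (Tb11.02.1105) was the lower of the pair, with 1181 mean normalized counts in slender and 2328 in stumpy forms and 81.3% of the stumpy mean from AnTat1.1. Of the 6 amino acid transporters of family 54, 4 were at least 2 fold more abundant in stumpy forms, with ratios from 1.82 to 2.64. Both trans-sialidases of family 47 passed 2 fold, with ratios of 3.10 and 3.25. The family 55 member, Tb927.3.1530, had a ratio of 2.61, and the family 80 members ran from 1.27 to 2.65. Tags shared between members of a family were not measured here.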

The latter proteins are also elevated in *Leishmania* parasites where their expression is associated with the transition to amastigotes forms [39]. Of the *T. brucei* specific members, only one of the b-type VSG family was enriched. 

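This gene, Tb927.3.1500, had 204 mean normalized counts in slender, 306 in intermediate and 538 in stumpy forms, a stumpy to slender ratio of 2.63. AnTat1.1 gave 36.4% of the stumpy mean.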

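Tb927.7.6110 had 540.5 mean normalized counts in slender, 1414 in intermediate and 1072 in stumpy forms, a stumpy to slender ratio of 1.98, and 27.2% of its stumpy mean came from AnTat1.1. Tb927.7.3150 rose at each stage, from 169 in slender to 366 in intermediate and 447 in stumpy forms.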

Several hypothetical proteins were also elevated in stumpy forms including a protein of unknown function with no identifying domains (*Tb*927.7.6110) and one Family 80 member, *Tb*927.7.3150, with a characteristic CRAL-TRIO domain (Northern blots for this transcript were shown in Figure 4A). CRAL/TRIO domains bind small lipophilic molecules and proteins bearing such domains are involved in actin remodelling and phospholipid transfer. Whilst qRT-PCR confirmed the stumpy-enriched expression of this gene (Figure 4B), gene silencing via inducible RNAi in pleomorphic trypanosomes (Figure 5A) generated no reproducible effect on parasite growth, development to stumpy forms *in vivo* (Figure 5B) or in the kinetics of differentiation of stumpy forms to procyclic forms (Figure 5C). Since effective and inducible depletion of the target RNA was confirmed, this indicates that this gene was not important in the generation or differentiation of stumpy forms, showed redundancy with another protein, or may be involved in development in the tsetse fly.

**Figure 5:**
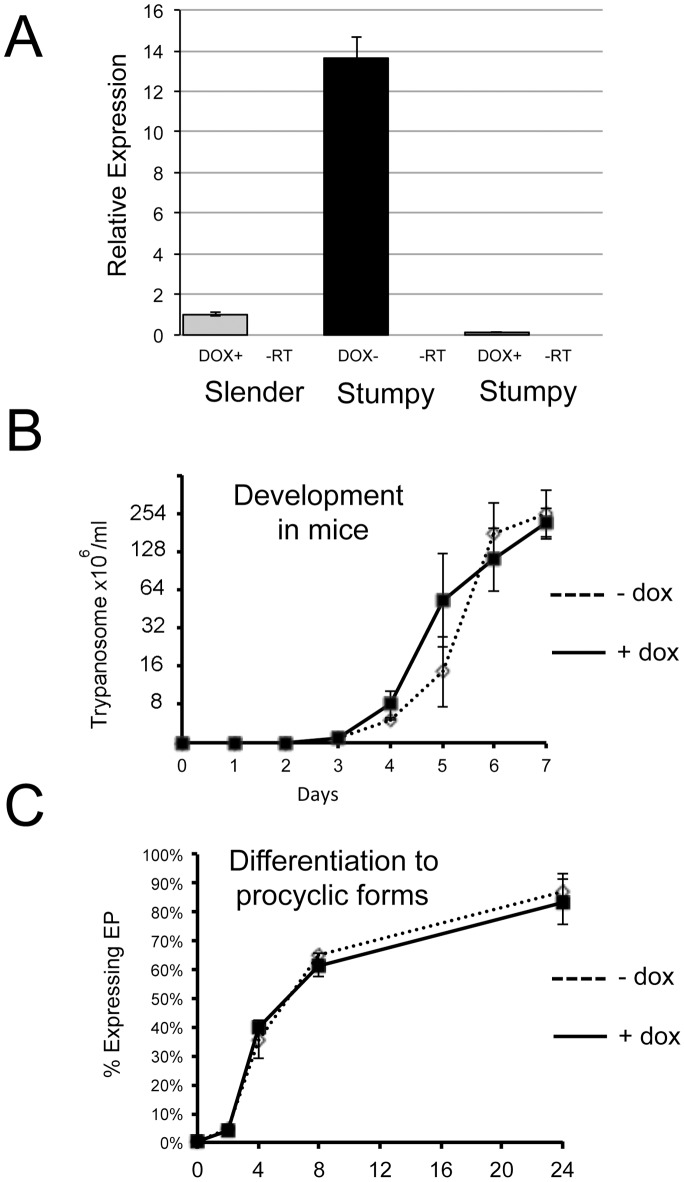
RNA interference against Tb927.7.3150 does not perturb differentiation *in vivo*. A. Realtime qRT PCR analysis of the expression and RNAi mediated knockdown of *Tb*927.7.3150 mRNA in pleomorphic *T. brucei* AnTat1.1 90:13 cells. Samples were derived from rodent infections with RNAi being induced by doxycycline provided in the drinking water. RNAi induction generated depletion of the *Tb*927.7.3150 transcripts to levels below that detected in slender forms. B. Progression of the course of parasitaemia of *Tb*927.7.3150 RNAi lines induced (solid lines), or not (dashed lines), to deplete the target transcript. No difference in the progression of the parasitaemia was observed whether RNAi was induced or not. n = 3. C. *Tb*927.7.3150 parasites either induced (solid lines), or not (dashed lines), were harvested from rodent infections once predominantly stumpy in morphology (on day 7 post infection for both induced and uninduced samples). Their differentiation to procyclic forms was then monitored by the expression of EP procyclin. In both cases the expression of this differentiation marker was equivalent regardless of the knockdown of *Tb*927.7.3150 mRNA levels.

### Analysis of genes that are Enriched in the Polysomal Fraction of Stumpy Forms

To investigate transcripts that escaped the general translational repression observed in stumpy forms, total mRNA from slender and stumpy forms was subjected to polysome gradient fractionation in order to enrich actively translated mRNAs from each life cycle stage. Insufficient material was available to derive polysomal material from pleomorphic slender material, where cell numbers are required to be maintained at less than 3×10^7^/ml in infections. Hence, to achieve sufficient cell numbers, material was derived from monomorphic slender cells of *T. brucei* s427; these are a non-isogenic cell line grown in culture such that some expression differences may be related to strain or culture adaptation. For the stumpy material, total mRNA was isolated from a pooling of four replicate mouse infections. In each case material was fractionated on a 15–50% sucrose gradient; although the profile resolution was not sufficient to resolve discrete polysomal peaks the polysomal material was less abundant in the translationally quiescent stumpy forms than from slender forms, as expected [25] (Figure 6). This material was then pooled and processed for digital SAGE analysis and the abundance of transcripts compared between the total and polysomal material from the monomorphic slender and stumpy-derived samples using the methods previously described.

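This comparison rests on 4 libraries, each without a replicate. They are total and polysomal RNA of stumpy forms of AnTat1.1, the polysomal RNA from a pool of 4 mouse infections, and total and polysomal RNA of slender forms of Lister S427, a monomorphic strain grown in culture that does not form stumpy cells. The authors divided the counts of each library by a DESeq size factor, and the values of each library are whole multiples of 1 step, or for S427 of 2 nearly equal steps, so that the reads could be recovered. Within a tolerance of 0.02 reads, 99.99% of the values above 0 came out whole in stumpy total RNA and 100% in the other libraries. The recovered reads were 4993769 for stumpy total RNA, 5571131 for stumpy polysomal RNA, 4835734 for S427 polysomal RNA and 1644598 for S427 total RNA, so that S427 total RNA is the shallowest library. The libraries were scaled with TMM factors of edgeR over the 4 libraries, which were 0.884, 0.983, 1.01 and 1.13 in the same order. Genes with at least 20 reads summed over both libraries compared were used, and a fold is the ratio of the scaled reads, a library at 0 being set to 3 reads. With 1 library per condition no test was made and no p-value is given. The 95% intervals of folds come from the exact binomial division of the reads between both libraries and cover counting error only. Genes listed at 0 in S427 polysomal RNA, 1168 in all, are also listed at 0 in S427 total RNA, so S427 total RNA was not read for those genes. Between stumpy polysomal and total RNA, the change of scaling that moved the folds most was the use of library totals alone, which shifted the median log2 fold by 0.15.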

**Figure 6:**
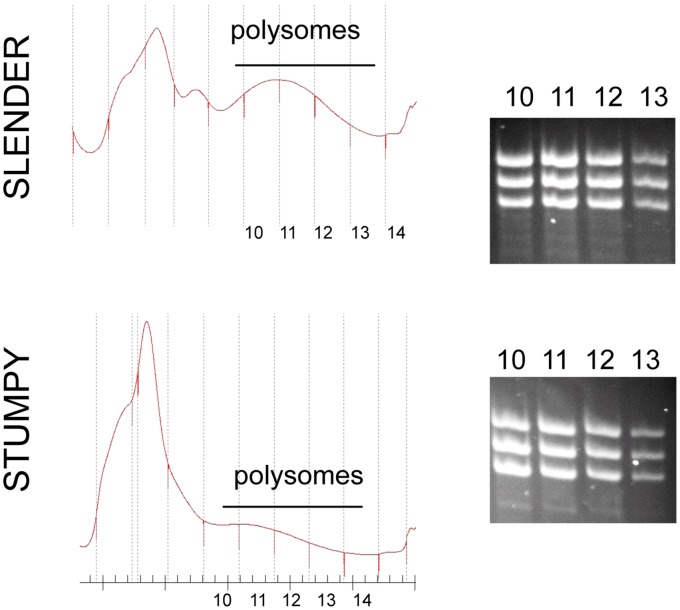
Polysome profiles of slender and stumpy T. brucei AnTat1.1. In each case the derived UV absorbance at 260nm was used to detect the polysomal fractions. Stumpy polysomal material was derived from a pool from 4 mouse infections, with RNA being isolated simultaneously and in parallel. Slender polysome material was isolated from six flasks of 50ml culture. RNA was prepared from fractions 10–13 and these were used to assay transcript levels via digital SAGE. RNA prepared from the polysome enriched fractions are shown to the right hand side in each case. These were pooled for Digital SAGE expression analysis.

Table 2 shows the 31 transcripts that were three-fold or greater enriched in the stumpy polysome fractions compared with the total stumpy mRNA profile (the full comparison is available in *Data File S6*). This represents mRNAs enriched to higher levels in large molecular weight RNP complexes and polysomes than expected from their overall mRNA abundance in the sample. Of these, the majority (15/31) were designated ‘hypothetical’, and several (9/31) had a predicted or known mitochondrial function, as expected in transmission adapted forms [40]. 

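Among 7160 genes, 72 were at least 3 fold more abundant in polysomal than in total RNA of AnTat1.1 stumpy forms. In the other direction, 209 were at least 3 fold less abundant. These are counts by fold alone, whereas the paper's methods name a p-value limit. The number of enriched genes depended on the least abundant transcripts, being 31 with at least 100 reads in both libraries together and 162 with no such minimum. With library totals as the only scaling, 120 genes were enriched and 150 depleted, and with the mean of both strains in place of AnTat1.1 as total RNA 205 and 971. The 29 genes of Table 2 in the copy used here, of the 31 the paper gives, were all at least 3 fold enriched, from 3.07 fold for Tb11.01.7800 to 12.5 fold for Tb927.10.7020, with a median of 3.34 fold. Tb927.10.7020, an acid phosphatase, had only 31 polysomal and 2 total reads, which gives an interval of 3.18 to 108 fold. Of the 29 genes, 7 had fewer than 50 reads in total RNA, and the lower bound of the interval reached 3 fold in 9. The 3 largest enrichments with at least 100 reads were 4.07 fold for Tb927.8.1220, a pseudogene (3.72 to 4.46), 3.74 fold for the proteasome subunit RPN11, Tb927.10.2980 (2.50 to 5.74), and 3.57 fold for Tb927.8.4480 (2.59 to 5.01). Taken against the mean of both strains as total RNA, 25 of the 29 were enriched and 12 were at least 3 fold enriched. In this and the following comparisons Data File S6, of which the first 1999 of 9826 rows were read, was not used as a list.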

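By product description, 14 of the 29 genes of Table 2 used here are hypothetical proteins, and of all 72 genes at least 3 fold enriched in polysomal RNA 39 are. The respiratory chain genes of Data File S4, which encode mitochondrial proteins, had a median log2 fold of 0.52 between stumpy polysomal and total RNA (95% bootstrap interval 0.32 to 0.69, 73 genes). This lay at percentile 100 of 10000 random lists matched on mean expression, with 59 genes higher and 14 lower in polysomal RNA.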

For non-mitochondrial proteins, heat shock and calpain-like cysteine peptidases were present. In contrast to total mRNA, only 2/31 of the polysome enriched stumpy transcripts show a differentiation phenotype in the previously published RITSeq targeted RNAi library. Conversely 13/31 show a significant defect in slender bloodstream survival if targeted by RNAi. This would suggest that while total mRNA of stumpy forms show a trend towards transcripts involved in transmission, polysome associated transcripts are more likely involved in cell maintenance and viability. 

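The heat shock proteins were HSP10 (Tb927.7.1320), with 13873 polysomal and 3577 total reads and a fold of 3.13 (3.01 to 3.24), and the DNAJ protein Tb927.7.2070, with a fold of 3.34 (3.15 to 3.55). The calpain-like cysteine peptidase Tb927.7.4070 had 4781 polysomal and 1108 total reads and a fold of 3.48 (3.26 to 3.72).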

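Ribosomal proteins were taken as the genes whose product description names a ribosomal protein, without those described as mitochondrial, as kinases or as pseudogenes. Mitochondrial ones described otherwise would remain. The list kept 7 genes described by a 30S or 50S subunit, of which 6 were higher in polysomal than in total RNA of stumpy forms. Of 148 such genes, 132 were less and 16 more abundant in polysomal than in total RNA of stumpy forms. Their median log2 fold was -1.69 (95% bootstrap interval -1.78 to -1.55), at percentile 0 of 10000 random lists matched on mean expression, whose median was 0.06. At least 3 fold depletion was found for 83 of them, which is 39.7% of the 209 genes depleted this far, although ribosomal proteins are only 2.07% of the genes compared. None of them was 3 fold enriched. The share among depleted genes was 54.3% with at least 100 reads and 45.3% with library totals alone. It was 25.4% with no minimum of reads and 19.1% for genes depleted at least 2 fold. With the mean of both strains as total RNA it was lowest, at 6.39% of 971 depleted genes. The change of scaling that moved the median most, library totals alone, gave -1.53. Among all genes with at least 100 reads, the 3 with the lowest folds were the 60S ribosomal protein L18a gene Tb927.10.3840 at 0.150 (0.0821 to 0.258), with 16 polysomal and 86 total reads, the hypothetical protein Tb09.160.5470 at 0.163 (0.0924 to 0.273) and the 40S ribosomal protein S12 gene Tb11.02.1830 at 0.175 (0.0988 to 0.294). Many ribosomal proteins are encoded by near-identical gene copies, whose tags can be shared.

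**Figure D2:**
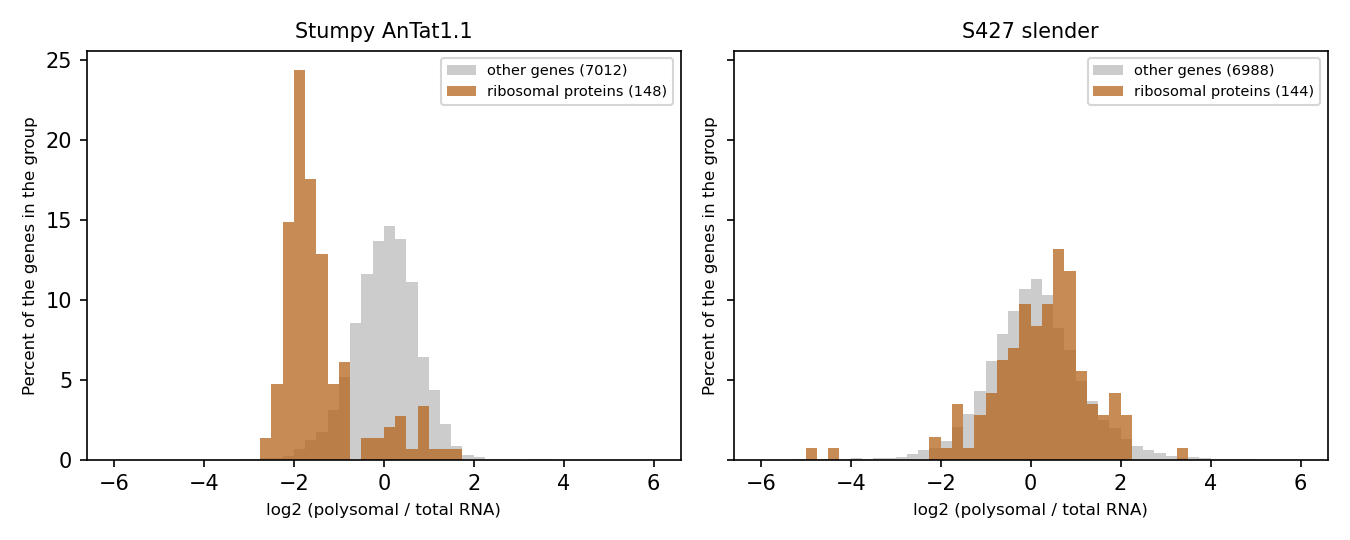
Histograms of the log2 fold between polysomal and total RNA (x axis) as a percentage of the genes in each group (y axis), for ribosomal proteins and for all other genes, in stumpy forms of AnTat1.1 (148 ribosomal proteins) and in slender forms of S427 (144 ribosomal proteins). In stumpy forms most ribosomal proteins lie to the left of the other genes, around their median of -1.69, and in S427 their median is 0.35.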

Among the transcripts three fold or more depleted in the polysomal fraction compared to total RNA for stumpy forms there was a strong emphasis (103/212; 49%) on ribosomal proteins and proteins associated with ribosomal assembly, highlighting that the stumpy forms are quiescent and translationally repressed. In contrast, the large amount of ribosome associated transcript present in the total stumpy mRNA may enable translation to be rapidly re-activated when the differentiation signal is received in the tsetse mid-gut. 

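In total RNA the ribosomal protein transcripts were more abundant in AnTat1.1 stumpy forms than in S427 slender forms. The median log2 fold over 148 genes was 0.92 (95% bootstrap interval 0.75 to 1.16), at percentile 100 of the random lists, with 131 genes higher and 17 lower and 43 at least 3 fold higher. By library totals alone, which moved the median of all genes by -0.36, it was 0.56. Stage, strain and growth in culture differ together between these libraries.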

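PAD2 (Tb927.7.5940) had 816 reads in polysomal and 2273 in total RNA of stumpy forms, a fold of 0.289 (0.267 to 0.314). The fold was 0.491 for PAD1 (0.446 to 0.541) and 0.717 for PAD3 (0.665 to 0.773). In S427 slender forms the PAD2 fold was 0.766 (0.620 to 0.949), and PAD2 was 7.17 fold more abundant in total RNA of stumpy forms than of S427.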

PAD2 was also shown to be strongly depleted in the polysomal fractions despite its elevated abundance in total stumpy form mRNA, reflecting that this protein is not strongly translated in stumpy forms until exposure to cold shock and differentiation conditions [10] (Figure 7). 

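The eIF6 transcript, Tb927.10.5300, had 1198 reads in polysomal and 379 in total RNA of stumpy forms, a fold of 2.55 (2.27 to 2.87). Its total value was the only value in these libraries that did not come out whole, at 378.886 reads, and was rounded. The DEAD/H RNA helicase transcript, Tb09.211.2300, had 1028 polysomal and 539 total reads, a fold of 1.54 (1.38 to 1.71). Compared with S427 polysomal RNA, the stumpy polysomal values were 3.35 fold higher for eIF6 (2.96 to 3.81) and 3.03 fold higher for Tb09.211.2300 (2.66 to 3.46). Taken against the mean of both strains as stumpy total RNA, the log2 fold of eIF6 was -0.33, a change of direction.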

Validating the enrichment of transcripts in the stumpy polysome material, Northern blots were used to assess two transcripts (irrespective of their enrichment P-value): eukaryotic translation initiation factor, eIF6 (*Tb*927.10.5300) and a putative ATP-dependent DEAD/H RNA helicase (*Tb*09.211.2300) (Figure 8A). An increased abundance of each transcript was observed in the polysomal material from stumpy forms, which is consistent with the elevated protein expression of eukaryotic translation initiation factor eIF6 in the transmissible life cycle stage (S. Monk and K. Matthews, in preparation). As well as Northern blotting, two transcripts *Tb*09.160.0680 (a Sec1 related protein) and *Tb*927.8.5120 (cytochrome C), identified as enriched in the stumpy polysome material by Digital SAGE, were confirmed to be enriched in the polysomal material by qRT PCR (Figure 8B).

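Tb09.160.0680 had 1259 reads in polysomal and 359 in total RNA of stumpy forms, a fold of 2.83 (2.51 to 3.19). Cytochrome c, Tb927.8.5120, had 4522 polysomal and 1596 total reads, a fold of 2.28 (2.16 to 2.42). Against the mean of both strains as total RNA, the log2 fold of cytochrome c was -0.42, a change of direction, and AnTat1.1 gave 18.3% of that mean. Compared with S427 polysomal RNA, Tb09.160.0680 was 3.42 fold higher in stumpy polysomal RNA (3.03 to 3.87), whereas cytochrome c was lower, at 0.804 (0.773 to 0.838).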

**Figure 7:**
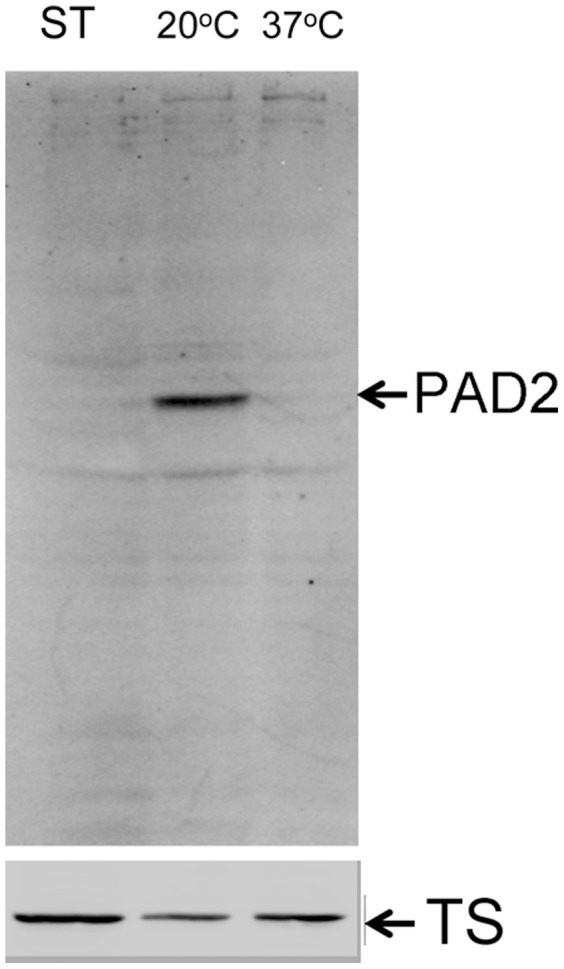
PAD2 is expressed predominantly only upon cold shock of stumpy forms. Western blot for the expression of PAD 2 in stumpy forms freshly harvested from a rodent infection (ST) or incubated in HMI9 medium at either 20°C or 37°C. PAD2 expression is clear at 20°C but little is expressed at 37°C. This matches the analysis previously reported by Dean et al 2009 [10]. Analysis of the same samples using an antibody to trypanothione synthetase (TS) provided a loading control.

**Figure 8:**
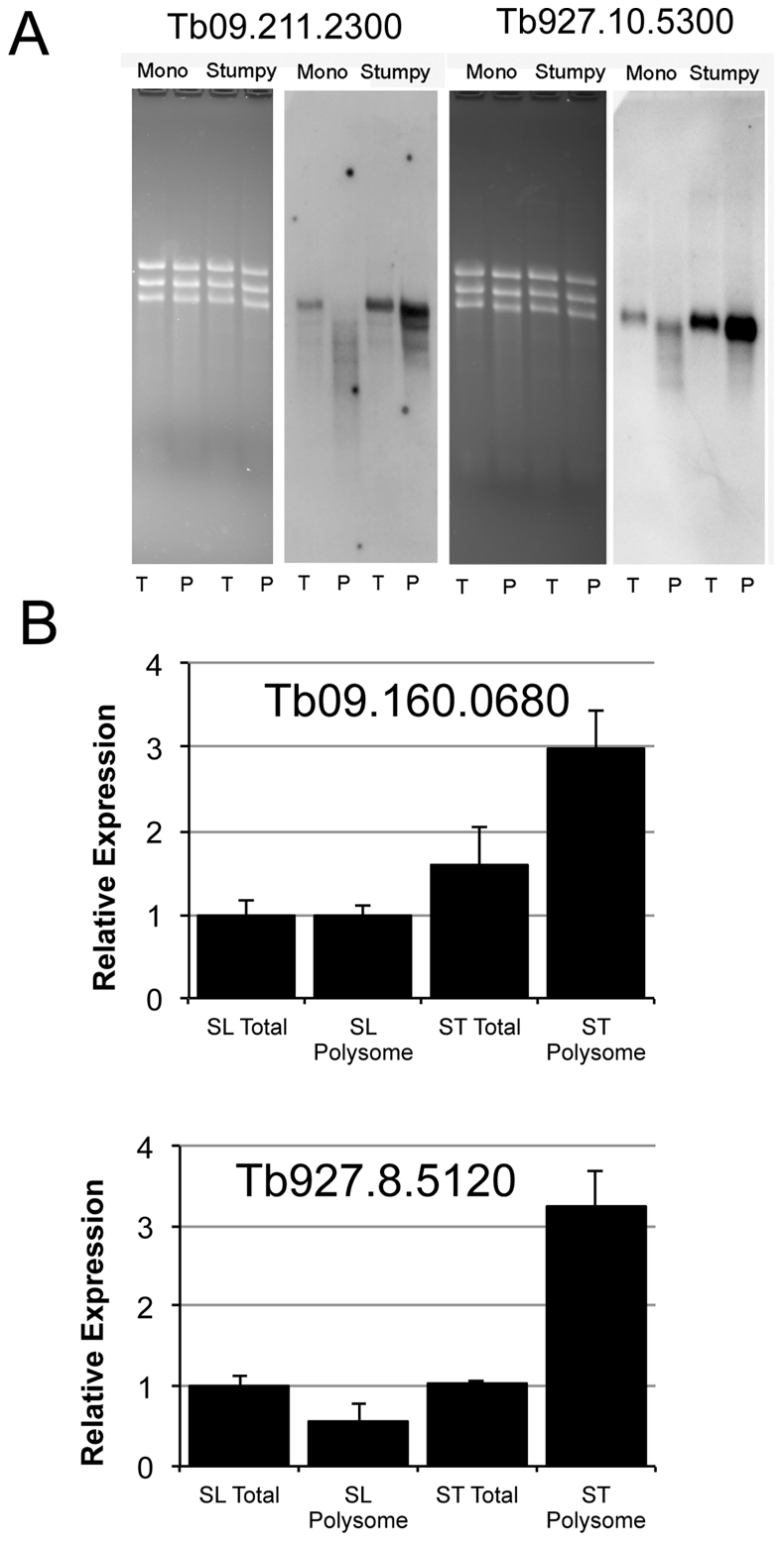
Validation of the polysomal enrichment of test mRNAs predicted from Digital SAGE analysis to exhibit elevated abundance in stumpy polysomal fractions. Total (T) and polysomal (P) mRNA mRNA derived from monomorphic slender and pleomorphic stumpy forms is shown, these being hybridized with riboprobes detecting *Tb*09.211.2300, or *Tb*927.8.5120. Both transcripts were confirmed as showing enrichment in stumpy form polysomal RNAs with respect to both stumpy total RNA and slender total and polysomal mRNA. Some smearing is evident in the polysomal material of slender and stumpy forms reflecting some non-specific cross reactivity with other transcripts; an absence of significant RNA degradation is evidenced by the integrity of rRNA bands on the ethidium bromide-stained formaldehyde gel. Realtime qRT PCR of two further transcripts provided confirmation of their respective enrichment in polysome-derived material.

**Table 2:** Transcripts enriched ≥3× in polysomal material compared to total mRNA in stumpy forms.

Gene ID	Stumpy Mean Expession	Stumpy Polysome Mean Expression	Log_2_ Fold Change	Product Description
*Tb*927.10.7020	2.25	27.54	3.61	acid phosphatase, putative
*Tb*927.10.470	2.25	22.21	3.30	choline dehydrogenase, putative
*Tb*927.10.9250	10.13	44.43	2.13	G-actin binding protein, putative,CAP/Srv2p, putative
*Tb*927.10.1400	14.63	58.64	2.00	hypoxanthine-guanine phosphoribosyltransferase (HGPRT)
*Tb*927.8.1220	637.01	2538.51	1.99	hypothetical protein, conserved (pseudogene)
*Tb*927.10.2980	33.76	123.50	1.87	proteasome regulatory non-ATPase subunit 11,19S proteasome regulatory subunit, Metallo-peptidase, Clan MP, Family M67 (RPN11)
*Tb*927.8.4480	52.90	184.81	1.80	hypothetical protein, conserved
*Tb*11.02.3230	76.53	266.56	1.80	hypothetical protein, conserved
*Tb*11.03.0250	262.23	900.07	1.78	cyclophilin a,cyclophilin type peptidyl-prolyl cis-trans isomerase (CYPA)
*Tb*927.10.11660	108.04	370.51	1.78	hypothetical protein, conserved
*Tb*927.10.10830	30.39	103.96	1.77	HNRNPA (HNRNPA)
*Tb*927.7.4070	1247.01	4248.03	1.77	calpain-like cysteine peptidase, putative,cysteine peptidase, Clan CA, family C2, putative
*Tb*927.10.11820	104.67	354.52	1.76	hypothetical protein, conserved
*Tb*11.02.3570	1188.49	3903.28	1.72	hypothetical protein, conserved
*Tb*927.7.2070	1556.52	5096.57	1.71	heat shock protein DNAJ, putative
*Tb*927.8.1750	276.86	878.75	1.67	hypothetical protein, conserved
*Tb*927.10.13710	477.20	1507.82	1.66	hypothetical protein, conserved
*Tb*927.1.1580	108.04	341.19	1.66	cytochrome c oxidase assembly factor, putative,electron transport protein SCO1/2, putative
*Tb*11.02.2860	175.57	550.88	1.65	hypothetical protein, conserved
*Tb*927.3.3780	140.68	439.82	1.64	tryparedoxin
*Tb*927.7.2780	3179.43	9918.59	1.64	hypothetical protein, conserved
*Tb*09.211.4513	2311.70	7205.04	1.64	kinetoplastid membrane protein KMP-11 (KMP-11)
*Tb*927.5.1030	522.21	1608.23	1.62	hypothetical protein, conserved
*Tb*927.7.4290	159.82	489.58	1.62	hypothetical protein, conserved
*Tb*927.7.1320	4025.78	12326.48	1.61	10 kDa heat shock protein, putative (HSP10)
*Tb*927.7.3710	3018.49	9156.23	1.60	hypothetical protein, conserved
*Tb*927.10.6080	621.26	1882.78	1.60	proteasome beta 5 subunit, putative,proteasome beta 5 subunit (PRCE)
*Tb*11.02.1290	534.59	1608.23	1.59	hypothetical protein, conserved
*Tb*11.01.7800	3127.66	9387.25	1.59	nucleoside diphosphate kinase (NDPK)

The abundance of transcripts in the stumpy polysomal fraction was also compared with the abundance transcripts in the monomorphic slender polysomal fraction (*Data File S7*). Although the data came from different parasite strains, we sought to identify transcripts preferentially enriched in stumpy form polysomes relative to slender forms: we identified 60 transcripts enriched >3 fold. 

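Of 7407 genes compared between stumpy and S427 polysomal RNA, 610 were at least 3 fold higher and 706 at least 3 fold lower in stumpy forms. Among them, 10 of the higher and 11 of the lower genes had 0 reads in the other library. With at least 100 reads the counts were 510 and 430. All of these are counts by fold alone. The paper's methods name a p-value limit, and the legend of Data File S7 marks genes by it. The counts here are therefore not on the same footing as a count that uses such a limit. Of the Table 2 genes, 10 were more abundant in S427 than in stumpy polysomal RNA. The 3 genes with the largest folds with at least 100 reads were Tb11.01.3860, with 10246 reads against 11, the ESAG3 pseudogene Tb11.57.0017, with 376 against 1, and Tb927.7.5400, with 300 against 1, their folds being 835 (466 to 1672), 337 (60.1 to 13342) and 269 (47.9 to 10652). This order depends on setting 0 reads to 3, since the ESAG3 pseudogene Tb11.24.0004, chosen after its values were seen, had 374 reads against 0 and was at least 112 fold higher. The lowest were the VSG pseudogene Tb927.5.4980, with 3 reads against 1726, the ESAG1 pseudogene Tb09.160.5410, with 1 against 132, and the kinase ECK1, Tb11.01.8550, with 1 against 122. The same fold was calculated in total RNA, with stumpy total against S427 total RNA, for 6837 genes. Of the 573 genes higher in stumpy polysomal RNA among these, 212 (37.0%) were also at least 3 fold higher in total RNA, and of the 550 lower genes 250 (45.5%) were also at least 3 fold lower, against 9.70% and 7.11% of all genes. Across genes the polysomal and total log2 folds had a Pearson correlation of 0.624 and a Spearman correlation of 0.553. Of Data File S7, the first 1998 of 9825 rows were read, and it was not used as a list.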

Several genes involved in cell cycle control were enriched in the stumpy form polysomes compared to the proliferative slender form, including Cyclin 7 (*Tb*927.6.5020), UMSBP (*Tb*927.10.6060) and *Tb*NST (*Tb*11.02.0240). Conversely, some of the most significantly depleted genes in the stumpy polysomal material are those that would be expected to be needed for cell division and growth, such as β and α-tubulin, lipin and various histone and riboprotein complexes. 

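Cyclin 7 had 456 reads in stumpy and 26 in S427 polysomal RNA, a fold of 15.7 (10.6 to 24.3). UMSBP had 1054 and 181 reads, a fold of 5.22 (4.45 to 6.14), and NST had 848 and 165 reads, a fold of 4.61 (3.89 to 5.47). In total RNA the same comparison gave 1.52 fold for Cyclin 7 (1.21 to 1.93), 1.11 fold for UMSBP (0.923 to 1.34) and 1.41 fold for NST (1.18 to 1.71). By library totals alone the log2 fold of UMSBP in total RNA was -0.21, a move it shared with all genes. In S427, the fold between polysomal and total RNA was 0.102 for Cyclin 7, 0.433 for UMSBP and 0.418 for NST.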

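The tubulin list holds alpha and beta tubulin genes and a beta tubulin pseudogene. All 9 entries were at least 3 fold lower in stumpy than in S427 polysomal RNA, with a median log2 fold of -3.09 (95% bootstrap interval -3.20 to -3.07). Of 43 histone genes 34 were at least 3 fold lower, with a median of -2.24 (-2.35 to -1.89), and the 148 ribosomal proteins had a median of -0.75 (-0.94 to -0.53), with 20 genes at least 3 fold lower and 6 at least 3 fold higher. All of these medians lay at percentile 0 of the random lists. Lipin (Tb927.7.5450) had 229 reads in stumpy and 1109 in S427 polysomal RNA, a fold of 0.185 (0.160 to 0.214). In total RNA the tubulins and histones were also lower in stumpy forms, with medians of -2.87 and -1.62. The tubulin genes are tandem copies with near-identical sequences, so that their values are not independent. Tags shared between histone genes were not measured, so that the histone interval and percentile may also treat copies as separate genes.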

Further analysis of this dataset involved comparison with the surface phylome analysis of slender and stumpy forms, to identify transcripts that were predicted to be membrane associated and polysomally enriched in stumpy forms, hence revealing molecules potentially important in transmission capacity (*Data File S*8). This subset included GRESAG4 family members, amino acid transporter family members, purine nucleoside transporters, ESAG3 pseudogenes and trans-sialidases.

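Families were taken from product descriptions. Between stumpy and S427 polysomal RNA, 7 of 58 GRESAG4 genes, 8 of 39 amino acid transporters, 3 of 10 nucleoside transporters, 9 of 29 ESAG3 genes and 2 of 7 trans-sialidases were at least 3 fold higher in stumpy forms. The median fold was 1.27 for GRESAG4, 2.18 for amino acid transporters, 1.21 for nucleoside transporters, 1.77 for ESAG3 and 1.477 for trans-sialidases, of which the highest fold was 6.40. NT8.1 had the highest fold of the nucleoside transporters, 10.4 (9.41 to 11.4). In total RNA the numbers at least 3 fold higher were 8 of 56, 7 of 39, 3 of 9, 4 of 23 and 2 of 7 in the same order. Many GRESAG4 and ESAG3 genes have close copies, between which the authors' counting could split tags.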

## Discussion

The generation of bloodstream stumpy forms of *T. brucei* is associated with cell cycle arrest and translational repression as the parasites await uptake in a tsetse blood meal. They also show pre-adaptation for transmission, including the partial activation of their mitochondrion [41], [42], such that upon transmission they can rapidly undergo the developmental changes necessary for colonisation of the tsetse fly mid-gut. Here, we have described the progression from translational arrest to translational reactivation during differentiation to procyclic forms, demonstrating that this occurs around 4–6 hours after differentiation is triggered with cis-aconitate. Moreover, we analysed the transcriptome of intermediate and stumpy forms from two different strains in order to identify the consistent adaptations that accompany development of the parasite’s transmission stage. Finally, we have analysed the transcripts that associate with polysomal material, reflecting transcripts that either escape translational silencing in stumpy forms (and hence may be important at this life cycle stage for survival or transmission) or those associated with high molecular weight RNP complexes, potentially regulating their expression positively or negatively. This provides a useful complement to direct analyses of protein synthesis via approaches such SILAC labelling, for example [43], [44]. Indeed these studies provide different read outs, one being a snapshot of mRNAs associating with polysomal fractions in the stumpy form, the other revealing proteins actively made in slender or procyclic forms [43], [44], with proteins synthesised in stumpy forms being inferred by comparison of unlabelled peptides against those in the labelled sample [44]. Since this does not involve the direct labelling of synthesised proteins in stumpy forms, proteins made throughout the transition from intermediate to stumpy forms would be identified, as well as those actively made in only stumpy forms, whereas procyclic proteins already synthesised in stumpy forms might be underrepresented. Hence SILAC might over-assign proteins translated in stumpy forms, whereas polysome analysis of stumpy forms would contain actively translated transcripts, but also transcripts associated with ribonucleoprotein complexes that co-sediment with translating ribosomes. In combination these different approaches are valuable and complementary, therefore.

Several publications have described the transcriptome and proteome profile of the different developmental stages of kinetoplastid parasites [45], [46], [47], [48]. In *T. brucei,* studies have largely focused on parasites cultured *in vitro* [27], [30] although three have analysed parasites harvested from infections [17], [28], [40]. These have been based on glass slide microarrays, Nimblegen arrays and, more recently, quantitatively more powerful next generation sequencing transcriptome studies. Of the latter, only one study has analysed by RNAseq approaches the expression profile of pleomorphic slender and stumpy forms derived from rodent infections [49]. These data are more representative of parasites in the field but were limited in biological sample number, such that material was analysed from single slender and stumpy RNA preparations. Hence, these are potentially subject to non-systematic variations resulting from growth in vivo, the given strain analysed and parasite isolation procedures. This variation is apparent when comparing the genes enriched in stumpy cells in different analyses with those enriched in stumpy cells in our study, although we found the best agreement (p<0.001, using a Monte Carlo simulation using 1000 iterations [50]) with the study by Jensen and colleagues [17] (*Data File S9*). The importance of different isolation procedures for different studies is revealed in the SILAC analysis of stumpy forms where PAD2 was seen to be strongly expressed, likely reflective of parasite cold shock or the induction of early differentiation events during isolation procedures [44].

In the study described here we have used Digital SAGE (based on its lower cost and so potential for the analysis of more biological samples) and analysed RNA preparations from two distinct strains of pleomorphic trypanosomes, and included RNA from intermediate forms in addition to slender and stumpy forms. This provides useful information because (i) consistent expression changes associated with the developmental form rather than parasite strain can be identified and (ii) the trends in expression during the transformation from slender to stumpy forms via intermediate forms provides a reassurance for transcripts whose expression becomes progressively increased or decreased during the transition to transmissible stages. Both components add value to the dataset, allowing genes whose expression fluctuates dramatically under different conditions (potentially unrelated to development) to be identified as well as transcripts elevated early in the development to transmission stages.

Matching earlier studies [44], [49], mitochondrial transcripts and proteins were among those most elevated during development to stumpy forms. However, Gene Ontology (GO) terms associated with translation, ribonuclear complexes and macromolecular biosynthetic processes were also enriched, emphasising the preadaptation of stumpy forms to onward development in the tsetse fly. This was further supported by analyses of the enriched metabolic pathways in stumpy forms, where there was the expected up regulation of TCA cycle components, oxidative phosphorylation, amino acid metabolism as well as components associated with ribosomal components. Glycolysis was down regulated. The dataset of enriched transcripts was also analysed with respect to their surface phylome categories [38] in order to identify membrane-associated molecules potentially up-regulated in stumpy forms, and of importance for transmission or stumpy form viability. This highlighted the up-regulation of amino acid transporters, purine nucleoside transporters (including the previously characterised NT10, enriched in stumpy and procyclic forms [35]), and surface carboxylate transporters of the PAD family. Additionally, two magnesium transporter proteins of the CorA type Mgt2 family were identified in the stumpy enriched set. These proteins have been previously characterised in *Leishmania* parasites [39] and proposed to have ER association. Moreover, the Mgt proteins show developmental regulation, with Mgt2 in particular affecting parasite virulence and development from promastigotes to amastigotes. Additionally, an mRNA encoding a protein with a predicted CRAL-TRIO domain was identified among the transcripts significantly enriched in stumpy forms. 

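Data File S5 as used here lists 1 gene in family 55. Tb927.3.1530 had 328 mean normalized counts in slender, 460.4 in intermediate and 855 in stumpy forms, with 40.6% of the stumpy mean from AnTat1.1.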

Further analysis of this molecule confirmed its developmental regulation between slender and stumpy forms by qRT PCR and Northern blotting. However, RNAi mediated knock down of this transcript in pleomorphic parasites did not reveal a detectable phenotype during development from slender to stumpy forms *in vivo*, nor during differentiation to procyclic forms *in vitro*. Hence this molecule represents a candidate with a role for establishment in the tsetse fly, rather than the differentiation process *per se*. A similar observation would be expected with another of the enriched phylome categories, namely trans-sialidases. These scavenge sialic acid from the blood-meal of the tsetse fly and protect the parasite from the insect’s midgut environment, aiding parasite transmission [51].

Polysomal associated material was also analysed in stumpy forms to assist the identification of transcripts that might escape the overall translational repression characteristic of this transmission stage. However, transcripts associated with larger ribonuclear complexes that could play a positive or negative role in the expression of the associated mRNAs (e.g. transcripts poised for translation but not actively translated; stress granule or P body complexes) might also be identified by this approach. Nonetheless, the measured global translational quiescence of stumpy forms was also emphasised by the depletion of mRNAs encoding ribosomal proteins in the stumpy polysomal material. Moreover, comparison of the proteins preferentially expressed in stumpy forms and the transcripts enriched in the stumpy polysomal material with respect to slender polysomal material showed a higher degree of overlap with SILAC proteome studies then would be expected by chance (assessed using a Monte Carlo simulation of the distribution, p value<0.001 (*Data File S9*)). 

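When the mean of both strains was used as stumpy total RNA in place of AnTat1.1 alone, the ribosomal proteins again had a lower median in stumpy polysomal RNA, a log2 fold of -1.39, at percentile 0 of the random lists, and 62 of them were at least 3 fold depleted. Ribosomal proteins made up 6.39% of the genes depleted this far with this reference. In S427 slender forms, ribosomal proteins were not lower in polysomal RNA. Their median log2 fold over 144 genes was 0.35 (95% bootstrap interval 0.07 to 0.54), at percentile 98.6 of the random lists. The paper takes the depletion of these transcripts in stumpy polysomal material as a mark of the translational quiescence of stumpy forms.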

When analysed for regulatory motifs by the Regulatory Sequences Analysis Tool (RSAT) [52], the 3′UTRs of transcripts that were polysome-enriched in either slender or stumpy forms revealed that the motif TTATT was over-represented in polysomal stumpy transcripts (*Data File S10*). A similar motif was also identified when analysing procyclic enriched transcripts in a previous study by the same approach [53].

### Conclusions

The comparison between different strains of trypanosomes revealed that developmental responses at the mRNA level were sufficiently similar to be considered biological replicates of the same material. Moreover, comparison of the transcriptome datasets revealed good agreement for those transcripts previously highlighted as being up-regulated in either slender or stumpy forms based on Nimblegen analysis in another trypanosome strain, *T. brucei* TREU927/4 [17]. Thus the biological events that trypanosomes undergo as they prepare for transmission are quite predictable and consistent regardless of strain, reflective of an underlying developmental pathway. By identifying the genes that are controlled in slender, intermediate and stumpy forms in the blood, genes that are coincidently, or differentially regulated can be identified. This assists an analysis of the temporal mRNA hierarchy that bloodstream trypanosomes employ as they perceive and respond to the parasite-derived density-sensing signal as an adaptation for transmission. Analyses of the transcripts that cosediment with polysomes also reveals transcripts actively translated, as well as those associated with high molecular weight RNP complexes. Integration of this information with studies of the proteins present at each life cycle stage by proteome studies will assist understanding of how trypanosomes prepare for transmission through holding transcripts poised for translation as well as actively translating transcripts when the bulk of mRNAs are translationally quiescent.

## Materials and Methods

### Ethics Statement

Animal experiments in this work were carried out in accordance with, and approved by, the Ethical Review Committee of the University of Edinburgh and were carried out under a project licence (60/4373) issued under the UK Home Office Animal (Scientific Procedures) Act (1986).

### Trypanosomes

*Trypanosoma brucei bru*cei AnTat1.1 was used for the derivation of material from slender, intermediate and stumpy forms, transcriptome analysis and validation by qRT PCR and Northern blotting. Slender, intermediate and stumpy form material was also derived from an EATRO (East African Trypanosomiasis Research Organisation) strain of *Trypanosoma brucei brucei*. In each case slender material was derived on Day 3 post infection, intermediate material from day 4–5 and stumpy material from day 6–7, with morphology being used in each case to identify the relevant developmental stages. Parasites were harvested from mouse (female MF1) infections and maintained at 37°C prior to DEAE column purification, also at 37°C. For monomorphic bloodstream form mRNA analysis and for procyclic form analyses, *T. brucei brucei* Lister S427 was used. For transfection of pleomorphic trypanosomes, *T. brucei* AnTat1.1 90:13 was used, these being a kind gift of Profs Michael Boshart and Markus Engstler, transfection and selection being carried out according to [54].

### Polysome Analysis and RNA Purification

For the bloodstream monomorphic cell samples, cells were grown in 5 flasks of 50 ml culture volumes to a cell density of 1–2×10^6^ cells/ml. The cells were incubated with cycloheximide (100 µg/ml) for 10 minutes at 37°C, then pelleted by centrifugation for 10 minutes, pooled, and and washed twice in ice-cold PSG containing 100 µg/ml cycloheximide. For the stumpy cell sample, *T. brucei* AnTat1.1 cells were purified from the blood of four mice 6 days post-infection, cell density was determined and then the cells were incubated with cycloheximide (100 µg/ml) for 10 minutes at 37°C. After centrifugation for 10 minutes the cells were washed once with ice-cold PSG containing 100 µg/ml cycloheximide. Samples were then stored at −80°C. Next, 50% and 15% sucrose solutions (w/v; sucrose in polysome buffer) were sterilized through a syringe filter (0.22 µm; Sartorius Stedim Biotech) and completed with 100 µg/ml cycloheximide, 0.5 µl/ml RNase inhibitor (RNasin, Promega), protease inhibitor cocktail (1 tablet per 50 ml polysome buffer; Roche) and 0.1mM DTT. Gradients were poured using a Hoefer SG 50 Gradient Maker (Amersham Biosciences), magnetic stirrer and MasterFlex C/L peristaltic pump (Cole-Parmer) in to Polyallomer centrifuge tubes (14×95 mm; Beckman) and stored at briefly (<2 h) at 4° until ultra-centrifugation and fractionation. Cell samples were lysed (unthawed) through sonication for ∼3–6 minutes in a water bath with sonication (Bandelin Sonorex) with brief periods of vortexing. 5 µl of sample was removed to confirm cell lysis by microscopic examination. Cell lysates were then centrifuged at 12 000 rpm for 4 minutes at 4°C and the supernatant transferred to a fresh eppendorf tube containing 1 µl of RNase inhibitor (RNasin). Cell lysate was then layered on to the top of a 15–50% sucrose gradient and centrifuged in a pre-cooled Beckman L-60 Ultracentrifuge at 40 000 rpm for 2 hours at 4°C, using a SW40 rotor. Thereafter, the centrifuge tube was pierced with a Brandel Tube Piercer and Fluorinert FC-77 (Sigma-Aldrich) pumped through as the high-density chase solution with a Brandel Syringe Pump. The gradient was then separated in to fractions using a Foxy R1 fractionator (Teledyne Isco) (one fraction was taken for every 13 drops) and the optical density read at 254 nm throughout fractionation on a UA-6 Absorbance Detector (Teledyne Isco). PeakTrak software (Teledyne Isco, Inc.) was used to record the absorbance output.

RNA extraction was carried out using the Qiagen RNeasy kit. Following fractionation, 3.5 ml of Buffer RLT with β-mercaptoethanol (10 μl β-mercaptoethanol per 1 ml RLT buffer) was added to each polysome fraction. After overnight storage at −80°C, 2.5 ml of 100% ethanol was added and mixed. RNA was then extracted from each fraction sample using a separate RNeasy column and according to the manufacturer’s instructions for the ‘RNA cleanup’ protocol, including on-column DNase treatment (RNase-Free DNase Set, Qiagen). RNA was eluted from each column with 30 or 40 μl nuclease-free water and stored at −80°C. RNA concentration was determined using a NanoDrop Spectrophotometer ND-1000 and for the Illumina digital tag sequencing experiment, 10% of each sample was examined on an RNA gel to confirm RNA integrity.

### RNA Analysis and Differentiation Analysis

Northern blotting was carried out according to [29]; RT-PCR was carried out according to [55]. Growth assays for parasitaemia in mice were carried out using the rapid matching analysis of [56]. Differentiation assays were carried out according to [8]. Analyses of differentiation to procyclic forms were carried out using anti-EP procyclin monoclonal antibody (Cedarlane Laboratories, Canada) diluted 1∶500, as described in [8].

### Data Submission

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE46388 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46388).

### [^35^S]-methionine Labelling

The radiolabelled methionine experiments were performed similarly to previously reported [28], [57]. Cells were pelleted, washed with methionine-free minimal essential media and resuspended with 2 ml of the same media to a concentration of 1×10^7^ cells/ml. Cells were labelled for one hour at 37°C with 10 µCi [^35^S]-methionine in an orbital shaker water bath.

For use with SDS-PAGE, a volume of 1 ml was pelleted, washed with trypanosome dilution buffer (TDB; 25 mM KCl, 400 mM NaCl, 5 mM MgSO_4_, 100 mM Na_2_HPO_4_, NaH_2_PO_4_, 100 mM glucose), suspended with pre-heated SDS-PAGE sample buffer and boiled for 5 minutes. A 10% SDS-PAGE gel and Coomassie blue staining was used to visualise the proteins. The gel was then destained, soaked in En^3^hance (NEN) for 30 minutes, washed twice with water, soaked in 10% glycerol, dried and exposed to XAR-5 film at −70°C.

For radiolabel incorporation quantification, the remaining 1 ml was split in to triplicate samples, these being centrifuged, washed with TDB, then resuspended with TCA. The protein pellet was washed and reconstituted with 1% SDS, the incorporation quantified scintillation counting.

## Supporting Information

Table S1 Number of total tag sequences derived from the respective experimental analyses and the number of aligned tags from each to the genome.

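The reads recovered from the 4 single libraries came to 99.98% of the aligned tags of Table S1 for S427 total RNA, the lowest share, and the genes with reads to 8618 of 8621 for stumpy total, 8574 of 8577 for stumpy polysomal, 8656 of 8659 for S427 polysomal and 8358 of 8563 for S427 total RNA. The remainder of the stumpy mean, after removal of the AnTat1.1 part, came to 745397 whole steps over 8118 genes, which is 50.0% of the 1490630 aligned tags that Table S1 gives for EATRO 2340 stumpy forms. Whether this library was counted from a part of its tags, or 1 step stands for 2 tags, is not known, so that the steps are not called reads here.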

(DOCX) Click here for additional data file.

Data File S1 **Overview of relative RNA abundance of genes compared for each life-cycle stage.**
(XLSX) Click here for additional data file.

Data File S2 **Genes that show significant (p<0.1) RNA abundance differences between slender and stumpy life-cycle stages.** Red indicates strong up-regulation in stumpy forms and blue indicates strong down-regulation.
(XLSX) Click here for additional data file.

Data File S3 **Genes that show significant (p<0.1) RNA abundance differences between slender and intermediate life-cycle stages.** Red indicates strong up-regulation in intermediate forms and blue indicates strong down-regulation.
(XLSX) Click here for additional data file.

Data File S4 **The relative RNA abundance of genes in known metabolic pathways compared between the various stages life-cycle stages.**
(XLS) Click here for additional data file.

Data File S5 **The surface phylome categories for genes that show strong up-regulation of RNA abundance between slender and stumpy life-cycle stages (surface phylome categories sourced from** [**38**] **).**
(XLSX) Click here for additional data file.

Data File S6 **Relative RNA abundance of genes comparing the polysomal and total RNA fraction of stumpy cells.** Genes that show significant (p<0.1) RNA abundance differences are coloured, with red indicating strong up-regulation in the polysomal fraction and blue indicating strong down-regulation in the polysomal fraction.
(XLSX) Click here for additional data file.

Data File S7 **Relative RNA abundance of genes comparing the slender and stumpy form polysomal fractions.** Genes that show significant (p<0.1) RNA abundance differences are coloured, with red indicating strong up-regulation in the stumpy polysomal fraction and blue indicating strong down-regulation in the stumpy polysomal fraction.
(XLSX) Click here for additional data file.

Data File S8 **The surface phylome categories for genes that show higher RNA abundance in the stumpy polysomal fraction compared to the slender polysomal fraction (surface phylome categories sourced from** [**38**] **).**
(XLSX) Click here for additional data file.

Data File S9 **Comparison between transcripts enriched in stumpy forms in this study with earlier published studies.**
(DOCX) Click here for additional data file.

Data File S10 **Analysis of the enrichment of oligonucleotide motifs in the 3′UTR of transcripts enriched in slender or stumpy polysomal material.**
(DOCX) Click here for additional data file.

# Supplementary material for: Regulation of Trypanosoma brucei Total and Polysomal mRNA during Development within Its Mammalian Host
**Source:** PLoS One. 2013 Jun 26;8(6):e67069. doi: 10.1371/journal.pone.0067069
**Supplement:** Table S1 — Number of total tag sequences derived from the respective experimental analyses and the number of aligned tags from each to the genome.

**Table S1**

| **Sample** | **Total Tags** | **Aligned Tags** | **Genes With Tags** |
| --- | --- | --- | --- |
| AnTat_SL | 13082843 | 6205609(47.4%) | 8744 |
| AnTat_INT | 14137741 | 7289670 (51.6%) | 8666 |
| AnTat_ST | 9628929 | 4994423 (51.9%) | 8621 |
| AnTat_ST_Poly | 10909487 | 5571275 (51.1%) | 8577 |
| EATRO_SL | 3646329 | 1721784 (47.2%) | 8007 |
| EATRO_INT | 3699620 | 2028054 (54.8%) | 8049 |
| EATRO_ST | 2635955 | 1490630 (56.6%) | 8121 |
| L427_SL | 3420164 | 1644934 (48.1%) | 8563 |
| L427_SL_Poly | 9731186 | 4835767 (49.7%) | 8659 |

# Supplementary material for: Regulation of Trypanosoma brucei Total and Polysomal mRNA during Development within Its Mammalian Host
**Source:** PLoS One. 2013 Jun 26;8(6):e67069. doi: 10.1371/journal.pone.0067069
**Supplement:** Data File S9 — Comparison between transcripts enriched in stumpy forms in this study with earlier published studies.

**Supplementary Data 9**

Analysis of the agreement between different transcriptome datasets in the published literature and the analysis presented in this manuscript. In each case, a Monte Carlo simulation was used with 1000 iterations to determine the commonality between stumpy enriched transcripts in the published study (group1, red dots) and this study (group 2, grey dots), with a null hypothesis that the overlap between the datasets occurs by chance.

A. Analysis vs. Jensen et al. (P<0.001) B. Analysis vs. Queiroz et al. (p=0.042)

C. Analysis vs. Kabani et al 2009 (p=0.068) D. ST polysome enriched (with respect to SL polysome enriched) vs. SILAC proteome (Gunasekera et al., 2012) (p<0.001)

# Supplementary material for: Regulation of Trypanosoma brucei Total and Polysomal mRNA during Development within Its Mammalian Host
**Source:** PLoS One. 2013 Jun 26;8(6):e67069. doi: 10.1371/journal.pone.0067069
**Supplement:** Data File S10 — Analysis of the enrichment of oligonucleotide motifs in the 3′UTR of transcripts enriched in slender or stumpy polysomal material.

**Supplementary Data 10**

Oligomer (8-mer) sequences, found by Regulatory Sequences Analysis Tool (RSAT; http://rsat.scmbb.ulb.ac.be/)[[1](#_ENREF_1)] oligo-analysis tool, over-represented in either 300nt of downstream-sequences of stumpy form or slender form polysomal transcripts^a^.

^a^ Using RSAT oligo-analysis, a background model of oligomer (8-mer) sequence occurrence frequency was created from 300nt downstream-sequences for genes on Chromosomes 1 and 2. This was used to identify over-represented 8-mers in the 300nt downstream-sequences of genes enriched in either stumpy form or slender form polysome-associated RNA. The over-represented 8-mers were then compared to find unique 8-mers present in each dataset.

1. van Helden J, Andre B, Collado-Vides J (1998) Extracting regulatory sites from the upstream region of yeast genes by computational analysis of oligonucleotide frequencies. J Mol Biol 281: 827-842.

How the deposited data were processed for this re-analysis (not part of the article)

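Digital SAGE tags were sequenced from 9 libraries of Trypanosoma brucei. For the stage comparison, 1 library came from each of slender, intermediate and stumpy forms of the strains AnTat1.1 and EATRO 2340, harvested 3, 4 to 5 and 6 to 7 days after infection. For the polysomal comparison, libraries came from polysomal RNA of AnTat1.1 stumpy forms, pooled from 4 mouse infections, and from total and polysomal RNA of cultured slender forms of S427, with the AnTat1.1 stumpy total RNA library serving both comparisons. Stage, strain and fraction were taken from the sample labels and the paper. The paper's methods and its figure legend give 5 and 6 culture flasks for the S427 material.

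According to the paper, the authors cut cDNA with NlaIII, trimmed the reads with Trimmomatic, aligned them with SMALT v0.6.4, allowing at most 2 mismatches and scoring multiple mappings 0, to the T. brucei reference contigs extended by predicted untranslated regions, and normalized with DESeq 1.11.2 in R 2.15.1. The deposited values are normalized counts, of the kind a signal is, per gene and not whole counts: the authors divided the counts of each library by its size factor. For 3 of the 7 columns, those of the slender, intermediate and stumpy stages, the authors averaged both strains, and these are printed as the authors' means without an SD or an n. The other 4 columns are single libraries. How the authors filtered low counts is not given in the sources used here. Gene names come from the deposited product descriptions and from the paper.

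In the 4 single libraries, low values are whole multiples of 1 step (2 nearly equal steps in S427), so each value was divided by its step and rounded to reads. Values above 0 that lay within 0.02 of a whole number made up 99.99% in stumpy total RNA and 100% in the other libraries. Recovered reads were 4993769 for stumpy total, 5571131 for stumpy polysomal, 4835734 for S427 polysomal and 1644598 for S427 total RNA. A count test such as that of edgeR was not run on these reads, since each condition has 1 library. A test of a fraction effect shared by stumpy and S427 cells, with cell type as a block, was not tried. The scaling factors were those of TMM in edgeR 4.0.16 over the 4 libraries, with R 4.3.3, and those of DESeq2 1.42.0 as an alternative. The rest was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and drawn with matplotlib 3.10.9.

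The design fixed before the data were examined assumed counts per library, with edgeR's quasi-likelihood test, a strain block, camera and single libraries left out in turn. The stage values are means of both strains, so none of these could be made. They were replaced by ratios of the means for genes with an average of at least 1, by squared correlations of log10(value + 1) across genes, and by medians of gene lists. The minimum of 1, the ratios and the list medians for the stage comparison were chosen after seeing the data. The polysomal comparisons were made as fixed before the data were examined, except that TMM was computed over 4 libraries instead of 9: genes with at least 20 reads in both libraries together, ratios of scaled reads, a limit of 3 fold, and no p-value. An exact binomial 95% interval is given for single genes and covers counting error only. A library with 0 reads was set to 3 reads. A list's median is given with a bootstrap interval of 1000 draws over genes and its percentile among 10000 random lists drawn in 20 bins of mean expression. Lists were ribosomal proteins, tubulins and histones by product description and the pathways of Data File S4, whose published values had been seen before, and Table 2, of which 29 of 31 genes were held and which was not set beside random lists.

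The stumpy mean was divided into an AnTat1.1 part and a remainder: the AnTat1.1 reads times the smallest stumpy mean of a gene with 1 AnTat1.1 read were subtracted from the mean, separately in each of 2 sets of genes that differ in the digits written. This division was chosen after seeing the data. The remainders were whole multiples of a step for 99.98% of the genes above 0 in the first set and 100% in the second, and 0 remainders were negative. No such division was attempted for slender and intermediate forms.

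The genes named are those the paper names for the comparison at hand, the stage markers PAD1, PAD2 and the procyclins, and in each polysomal comparison the 3 genes in each direction with the largest fold among those with at least 100 reads. The same rule for stages needed a test and was not applied. Genes of the paper's tables had their published values seen before. Gene Tb11.01.2580 has no value in 4 columns and was left out where a value was missing.

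Steps were tested on simulated data. Reads and the division of the stumpy mean were recovered for 100% of 9824 simulated genes. With 200 genes changed 6 fold, 100% of them passed 3 fold in stumpy polysomal against total RNA (7174 genes), in stumpy against S427 polysomal RNA (7417 genes) and in S427 polysomal against total RNA (7201 genes), together with 9, 4 and 17 unchanged genes.

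Alternatives were other scalings (size factors of DESeq2, library totals, TMM over the libraries compared), other minimum values, a limit of 2 fold, the mean of both strains as stumpy total RNA, other scales and coefficients for the correlations, leaving out VSG, ESAG and pseudogene entries, equal totals, a pseudocount of 1 and the first set of genes alone. Data Files S1, S6 and S7 were read only in part (1999 of 9825, 1999 of 9826 and 1998 of 9825 entries), and no overlap with them was tested.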

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

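The tests of S427 and of the remainder of the stumpy mean in this part were chosen after the result was seen, while the other scalings and the mean of both strains were set before it, although the scalings were read as a test of a cause only afterwards.

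Ribosomal protein transcripts differed between stumpy and S427 cells in their polysomal against total RNA. The median log2 fold was -1.69 in stumpy forms of AnTat1.1 and 0.35 in slender forms of S427, a difference of -2.04. Each cell type had 1 library of each kind, so the difference was not tested. The tables argue against the scaling of the libraries as the whole cause. A scaling moves all genes alike, and the list lay at percentile 0 of random lists with a median of 0.06. The median nearest to 0 under 3 other scalings was -1.53, a move that all genes shared. A property that acts alike in both gradients would lower these transcripts in S427 as well. There the median was 0.35 and lay at percentile 98.6 of random lists. The paper reports less polysomal material in stumpy than in slender forms, so the gradients may not be alike. A property such as short length that acts only in stumpy forms is therefore not ruled out, and length was not analysed. High values in the AnTat1.1 total library alone would bring the list to the middle of the random lists once that library is left out. Against the remainder of the stumpy mean, which holds no AnTat1.1 reads, the median was -0.86 (95% bootstrap interval -1.46 to -0.49, 145 genes, 98 of them lower), at percentile 0 of random lists with a median of 0.78. With AnTat1.1 as reference the random lists had a median of 0.06, so that the rise of the list's median was shared by other genes. Over the 73 genes of the first set the median was -1.69. Many genes of that set differ little between the parts of the stumpy mean, so this value cannot test the library. From the 145 genes of both sets, the AnTat1.1 total library is not the whole cause. What also stays open is that the polysomal library itself may be unusual, since it has no replicate. Stumpy and S427 cells differ in strain and in growth in culture as well as in stage. The gradients of both cell types may also have been collected differently. A lower loading of ribosomal protein transcripts on polysomes in stumpy forms, as the paper proposes, remains a hypothesis among these.

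Histone transcripts also moved apart, with medians of -0.13 in stumpy forms and 0.53 in S427, a difference of -0.66 that was not tested. This difference is less firm than that of the ribosomal proteins. With library totals alone the stumpy median was 0.024, but this scaling moved the median of all genes by 0.15 as well, so that the histones did not move relative to other genes and nothing is learned of the scaling as a cause. Against the mean of both strains the stumpy median was 0.45, while that of all genes moved by -0.17, so that its direction depended on the total RNA used as reference. The AnTat1.1 total library therefore remains a possible explanation for the stumpy value, and no biological explanation was tested.

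The text of the paper gives no number of genes for polysomal against total RNA of S427. Of 7132 genes, 522 were at least 3 fold higher and 335 at least 3 fold lower in polysomal RNA. With library totals alone these counts were 420 and 435, so that the larger number of higher genes depended on the scaling, and with at least 100 reads they were 368 and 199. The S427 total library has 1644598 reads against 4835734 for the polysomal library, and genes listed at 0 in polysomal RNA were left out, which may lower the number of genes found lower. No test could be made with 1 library of each kind. The largest folds with at least 100 reads were those of the protein kinase Tb927.10.15880, with 226 reads against 3 and a fold of 28.6 (9.67 to 140), the ATPase Tb927.10.8070, with 200 against 3, and ECK1 (Tb11.01.8550), with 122 against 2. The lowest were the ESAG3 pseudogene Tb09.142.0030, with 45 reads against 386 and a fold of 0.0443 (0.0318 to 0.0604), the L21E ribosomal protein gene Tb11.50.0005, with 25 against 206, and the ESAG3 pseudogene Tb11.14.0005, with 19 against 132. The pseudogenes and the repeated gene copies among these can share tags. No biological explanation was tested.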

How the results depend on the processing

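In this part, the division of the stumpy mean, the scaling over 4 libraries, and the alternatives of equal totals, of the first set of genes, of a pseudocount and of other minimum values for the stage ratios were chosen after seeing the data, and the others before. No paired analysis was possible because the stage values are means of both strains and each polysomal condition has 1 library. Because of these means and single libraries, the tests of edgeR and DESeq2, the strain block, the set tests and adjusted p-values were not run. Nor were libraries left out in turn, thinned libraries, correlations within a strain, or correlations between strains for slender and intermediate forms.

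Of 216 alternatives to 39 main results, 154 stayed close to the main value, 60 moved and 2 changed direction, a change of direction being counted only where the main 95% interval lay on one side of no change. Counting every change of sign there were 6, the others being those of the tubulins in stumpy forms to 0.18, the tubulins in S427 to 0.24 with at least 100 reads (-0.53), sphingolipid biosynthesis to -0.07 in the first set (0.14) and glycolysis to 0.08 with equal totals (-0.05). Of 713 alternatives to 136 polysomal folds of named genes, 638 stayed close, 68 moved and 7 changed direction by the same rule, with 18 changes of sign in all. All 72 alternatives to 36 stage ratios of named genes stayed close in this sense, the largest change being 0.498 in the log2 ratio. None of these alternatives could vary the part of each strain, since the slender values are only means of both strains. The cause was not tested for the changes below, except where a minimum or a limit by its construction changes how many genes are counted.

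The number of reads limited the counts. Between stumpy polysomal and total RNA, 72 genes were enriched 3 fold and 209 depleted. With no minimum these were 162 and 335, with at least 100 reads 31 were enriched, and at 2 fold they were 557 and 623. With no minimum, 335 lower genes in S427 polysomal against total RNA became 531, and with at least 100 reads 199. Between stumpy and S427 polysomal RNA the 706 lower genes became 430 with at least 100 reads. At 2 fold there were 1366 higher and 1381 lower genes in that comparison, and 1209 and 889 in S427 polysomal against total RNA.

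Library totals alone gave 120 enriched and 150 depleted genes in stumpy polysomal RNA (44.4% enriched, against 25.6%), 420 and 435 in S427 (49.1% against 60.9%), and 393 and 830 in stumpy against S427 total RNA (32.1% against 56.7%, from 668 and 511). They shifted the median of all genes by 0.15, -0.16 and -0.36, so that lists are better read relative to that shift. Under this scaling the ribosomal proteins in stumpy polysomal against total RNA had a median of -1.53 (main value -1.69), Table 2 of 1.89 (1.74) and the tubulins in S427 of -0.69 (-0.53), and the histones in stumpy forms changed direction, from -0.13 to 0.024. With at least 100 reads, stumpy against S427 total RNA had 618 higher and 292 lower genes (67.9% higher).

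With the mean of both strains as stumpy total RNA, 205 genes were enriched and 971 depleted, and the median of all genes shifted by -0.17. Of the 72 enriched genes 23 remained so, and of the 209 depleted 132. Ribosomal proteins had a median of -1.39, Table 2 of 1.46, and the tubulins of 0.18 (main value -0.31); histones changed direction, to 0.45. The log2 folds of 7 named genes whose interval excluded 1 fold changed direction, to -0.62 for PUF7, -0.35 for Tb927.7.3150, 0.13 for Tb09.211.3970, -0.23 for Tb927.3.1530, -0.33 for eIF6, -0.42 for cytochrome c and -0.31 for lipin. A further 6 whose interval included it also changed sign, to -0.85 for Gu, -0.99 for Tb927.7.6110, -0.43 for Cyclin 7, 0.32 for Tb11.01.3790, 0.27 for Tb927.2.2540 and -0.17 for Tb927.8.6380. Library totals alone changed the sign of 5 such folds, between main values of -0.11 and 0.15, by a shift that all genes shared.

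The squared correlations between stages depended on the scale. In the order intermediate and stumpy, intermediate and slender, and stumpy and slender forms, they were 0.950, 0.901 and 0.889 in the main setting, 0.903, 0.718 and 0.634 on linear values, 0.928, 0.881 and 0.863 with 0.1 added, 0.915, 0.806 and 0.790 with at least 10 in each value, 0.946, 0.895 and 0.883 without VSG, ESAG and pseudogene entries, and 0.975, 0.949 and 0.943 as r. The squared Spearman correlation of intermediate and slender forms was 0.895. In the first set of genes the squared Pearson correlation was 0.887 for intermediate and slender forms and 0.878 for stumpy and slender forms. The order of the stages was the same in each of these settings. Between the parts of the stumpy mean, the main value of 0.486 became 0.303 on linear values, 0.443 with 0.1 added, 0.458 by Spearman, 0.697 as r, 0.224 with at least 10 in each value, 0.464 without VSG, ESAG and pseudogene entries and 0.776 in the first set.

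In the first set alone, which holds fewer genes, 576 of the 1068 genes at least 2 fold higher in stumpy than in slender forms, 616 of the 1144 lower and 227 of the 426 at least 3 fold higher were counted. In intermediate against slender forms the counts went from 1033 and 1120 to 584 and 615, and in stumpy against intermediate forms from 570 and 467 to 278 and 228. With an average of at least 10, there were 226 genes 3 fold higher in stumpy than in slender forms, 744 lower in intermediate than in slender forms, and 271 higher and 260 lower in stumpy than in intermediate forms. Equal totals gave 794 higher and 303 lower genes in stumpy against intermediate forms (72.4% higher, against 55.0%) and 1334 and 945 in stumpy against slender forms (58.5%, against 48.3%), and shifted the medians by 0.17 and 0.13. The mitochondrial carriers had a median of 0.17 in the first set, from 0.76, and sphingolipid biosynthesis of 0.27 with equal totals, from 0.14.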

Differences from the paper's values

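The comparison with the first set of genes and with Data File S3 in this part was chosen after seeing the values; the other alternatives named were set before the data were examined.

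For the squared correlation between intermediate and stumpy forms the paper gives 0.97 and the means gave 0.950. Of the alternatives set before the data were examined, only the correlation r, not squared, came within the paper's value, at 0.975; linear values, another added constant, the Spearman correlation, a minimum of 10 and leaving out VSG, ESAG and pseudogene entries did not. For intermediate and slender forms the paper gives 0.82 and the means gave 0.901, and for stumpy and slender forms the paper gives 0.76 and the means gave 0.889. None of these alternatives came within the paper's values there, the nearest being a minimum of 10 in each value with 0.806 and 0.790. The order of the stage pairs is that of the paper.

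Between the strains in stumpy forms the paper gives 0.83, and the AnTat1.1 part against the remainder gave 0.486. None of the alternatives set before the data were examined came within it. The first set of genes, chosen after seeing the values, gave 0.776, also outside, and left out 4725 of the 9825 genes. Not squared, the correlation r was 0.697 over all genes and 0.881 in the first set. Figure 2 of the paper labels its coefficients R where the text gives them as squared, so that the scale of the paper's value is not settled.

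Of the raised transcripts of Data File S2, the paper counts 29 (48%) as already elevated in intermediate forms, and 46 (75.4%) had an intermediate mean at least 2 fold above the slender mean. No alternative to this count could be made from those set before the data were examined. Listing as raised in Data File S3, looked at after seeing the values, holds for 27, which does not differ by more than 1.5 times from the paper's 29.

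For transcripts at least 3 fold enriched in stumpy polysomal against total RNA the paper gives 31, and 72 were counted here. A minimum of 100 reads gave 31, of which 25 are in Table 2, and it drops 4 of the 29 Table 2 genes. The other alternatives did not come within the paper's value: size factors of DESeq2 gave 80, library totals 120, TMM over both libraries 60, no minimum 162, the mean of both strains 205 and a 2 fold limit 557. For transcripts more than 3 fold enriched in stumpy against S427 polysomal RNA the paper gives 60, and 610 were counted here. None of the alternatives came within it, the lowest being 510 with at least 100 reads. The methods of the paper name a p-value limit for differential expression, and the legends of Data Files S6 and S7 mark genes by it. No p-value was computed here, so that 72 and 610 are counts by fold alone and are not on the same footing as counts that use such a limit.

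For EATRO 2340 stumpy forms Table S1 of the paper gives 1490630 aligned tags, and the remainder of the stumpy mean came to 745397 steps, and whether 1 step is 1 tag is not known. No alternative was set for this value.

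The paper lists sphingolipid biosynthesis and proline and glutamine metabolism in Table 1 as lower in stumpy forms. Here 6 of 11 sphingolipid genes were higher, with a median log2 ratio of 0.14, though it was -0.07 in the first set, and 5 of 8 proline and glutamine genes were higher and 3 lower, with a median of 0.25. Table 1 rests on an iterative group analysis, which looks for changed members of a pathway and does not average over it, so that a median is another measure. The paper states that glycolysis was lower in stumpy forms. Of its 46 genes 23 were higher and 23 lower, with a median of -0.05, while 11 were at least 2 fold lower against 6 at least 2 fold higher, the median of the 28 genes of the first set was -0.48 and the median with an average of at least 10 was -0.37. The respiratory chain and mitochondrial carriers were higher, the direction of Table 1, both at percentile 100 of the random lists. The medians of the TCA cycle and fatty acid biosynthesis also had the direction of Table 1. Their intervals included 0, however, and they lay at percentiles 75.02 and 7.17. The intervals of sphingolipid biosynthesis, proline and glutamine metabolism and glycolysis included 0 as well, so that none of these 5 medians settles a direction.

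A legend of the paper describes both transcripts of its Northern blot as higher in stumpy polysomal RNA than in slender polysomal RNA. Cytochrome c was lower here, with a fold of 0.804 (0.773 to 0.838), whereas Tb09.211.2300 was higher, with a fold of 3.03. The text of the paper names eIF6 in place of cytochrome c for this blot, and eIF6 was higher too, with a fold of 3.35. The discussion of the paper counts a pair of magnesium transporters in the stumpy-enriched set, where Data File S5 as used here lists 1 in family 55, with a ratio of 2.61.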

Other observations

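The division of the genes into sets was noticed in the values, so that the tests made on it, of expression level, of VSG, ESAG and pseudogene entries and of the smallest difference between the strains, were chosen after the pattern was seen, the last also after its own result. The test of total RNA was chosen before its result was seen. The division by subunit was chosen after its values were seen.

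The genes of the second set differ from those of the first in how closely the AnTat1.1 part and the remainder of the stumpy mean follow each other, with a squared correlation of 0.262 against 0.776. To test a lower expression level, and so more counting noise, genes of the first set were drawn to match the second set's stumpy means. Their squared correlation was 0.832 (range 0.822 to 0.843 over 200 draws). If genes were sorted into the sets by the difference between the strains, such draws would agree at any level. Noise as a reason for the sorting is therefore not ruled out. Without the 331 entries of the second set for VSG, ESAG and pseudogenes, the value over 3384 genes was 0.223. These entries, whose tags can be shared or differ between strains, are therefore not the whole cause. The first set, which has more genes, holds only 241 of them, so that they may still have a part in the sorting. The smallest difference between the parts in the second set was 2.56 fold, over 2985 genes, while 2956 of 4949 genes of the first set differed by less than 2 fold. This is consistent with the hypothesis that genes were sorted into the sets by the difference between the strains before the means were written, for example by a filter on variance, and that all genes of Data File S2 come from the first set for that reason. The hypothesis was found and tested on the same values. Whether the difference between the strains in the second set comes from the parasites or from the libraries was not tested, and no biological explanation was tested.

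Many genes differed at least 3 fold between stumpy and S427 polysomal RNA. A difference already present in total RNA could give such folds, and 37.0% of the genes higher and 45.5% of those lower in stumpy polysomal RNA were also at least 3 fold apart in total RNA in the same direction. These shares are above the 9.70% and 7.11% of all genes, but below the whole. For the rest, a difference in total RNA of less than 3 fold, a difference in loading on polysomes and the noise of single libraries cannot be told apart, because neither condition has a replicate. The same direction in total RNA was found for 88.7% of the higher and 88.4% of the lower genes. Strain, culture and stage also differ together.

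The 148 genes taken as ribosomal proteins in stumpy forms include 7 whose description names a 30S or 50S subunit. Of these 7, 6 were higher and 1 lower in stumpy polysomal than in total RNA, with a median log2 fold of 0.44, whereas of the other 141 genes 10 were higher and 131 lower, with a median of -1.71. In S427 the medians were 0.48 over the 7 genes and 0.34 over the other 137.

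The 29 genes of Table 2 used here, of the 31 the paper gives and chose on the stumpy libraries, had a median log2 fold of 1.74 there. In S427, 24 of 27 were also higher in polysomal than in total RNA, with a median of 0.93 (0.52 to 1.52). Between stumpy and S427 polysomal RNA their median was 0.51 (-0.01 to 1.05), and between stumpy and S427 total RNA it was -0.45. The list was not set beside random lists, since it is not complete. The respiratory chain genes had a median of 0.88 between stumpy and S427 polysomal RNA, at percentile 100, and of 0.17 in S427 polysomal against total RNA, at percentile 70.7.

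Alpha and beta tubulin transcripts went apart in S427. The 4 alpha tubulin genes had log2 folds from 1.01 to 1.05 between polysomal and total RNA, and the 4 beta tubulin genes had -0.53 to -0.56. The tubulin list, which also holds a beta tubulin pseudogene, had a median of -0.53 at percentile 3.07, and of 0.24 with at least 100 reads, when the pseudogene is left out, so that its direction depends on which genes are counted. In stumpy forms the alpha genes had log2 folds from -0.01 to 0.05 and the beta genes from -0.64 to -0.62.

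GPI8 (Tb927.10.13860), which the paper used to normalize its qRT PCR, had few tags in these libraries. Its reads were 0 in stumpy total, 7 in stumpy polysomal, 3 in S427 polysomal and 14 in S427 total RNA, and its means were 1.24 in slender, 2.51 in intermediate and 3.55 in stumpy forms. So few reads leave its ratios between stages uncertain. Of the procyclins, EP1 had means of 0.179, 1.47 and 1.63 in slender, intermediate and stumpy forms and EP3-2 of 15.7, 11.6 and 16.3, while EP2 is listed at 0 in all 3 stages.

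Several transcripts that the paper names as raised in stumpy total RNA were lower in polysomal than in total RNA of stumpy forms. The fold was 0.319 for MSP-B (0.243 to 0.414), 0.448 for PSSA-2 (0.336 to 0.593), 0.486 for NT10 (0.463 to 0.510) and 0.509 for NT8.1 (0.492 to 0.527), while it was 2.07 for MAPK2, 1.47 for PIP39 (1.42 to 1.52) and 1.54 for NOG1 (1.42 to 1.66). Lipin had a fold of 4.53 (3.67 to 5.66) between polysomal and total RNA of S427, and GPEET2 of 0.177 (0.158 to 0.198). In total RNA, stumpy against S427, the largest folds with at least 100 reads were those of Tb927.7.5400, with 359 reads against 1, Tb09.160.5440, a VSG-related gene with 551 against 2, and glyoxalase II (Tb927.6.1080), with 171 against 1. The place of the last depends on setting 0 reads to 3, since Tb927.10.12280, chosen after its values were seen, had 201 reads against 0. The lowest were the VSG pseudogene Tb927.5.4980, with 1 read against 1986, Tb927.1.5070, with 1 against 167, and the ESAG9 gene Tb927.5.120, with 1 against 128.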
